# Zinc Detoxification: A Functional Genomics and Transcriptomics Analysis in *Drosophila melanogaster* Cultured Cells

**DOI:** 10.1534/g3.117.300447

**Published:** 2017-12-09

**Authors:** Stephanie E. Mohr, Kirstin Rudd, Yanhui Hu, Wei Roc Song, Quentin Gilly, Michael Buckner, Benjamin E. Housden, Colleen Kelley, Jonathan Zirin, Rong Tao, Gabriel Amador, Katarzyna Sierzputowska, Aram Comjean, Norbert Perrimon

**Keywords:** metal detoxification, metal homeostasis, ABC transporters, glutathione, high-throughput screen

## Abstract

Cells require some metals, such as zinc and manganese, but excess levels of these metals can be toxic. As a result, cells have evolved complex mechanisms for maintaining metal homeostasis and surviving metal intoxication. Here, we present the results of a large-scale functional genomic screen in *Drosophila* cultured cells for modifiers of zinc chloride toxicity, together with transcriptomics data for wild-type or genetically zinc-sensitized cells challenged with mild zinc chloride supplementation. Altogether, we identified 47 genes for which knockdown conferred sensitivity or resistance to toxic zinc or manganese chloride treatment, and >1800 putative zinc-responsive genes. Analysis of the ‘omics data points to the relevance of ion transporters, glutathione (GSH)-related factors, and conserved disease-associated genes in zinc detoxification. Specific genes identified in the zinc screen include orthologs of human disease-associated genes CTNS, PTPRN (also known as IA-2), and ATP13A2 (also known as PARK9). We show that knockdown of *red dog mine (rdog*; *CG11897)*, a candidate zinc detoxification gene encoding an ABCC-type transporter family protein related to yeast cadmium factor (YCF1), confers sensitivity to zinc intoxication in cultured cells, and that *rdog* is transcriptionally upregulated in response to zinc stress. As there are many links between the biology of zinc and other metals and human health, the ‘omics data sets presented here provide a resource that will allow researchers to explore metal biology in the context of diverse health-relevant processes.

Whereas metals such as mercury or cadmium are solely toxic to cells, other metals, such as zinc and manganese, are essential for cell viability and are toxic only in excess. Zinc is a structural component of many proteins and is also thought to act as a signaling molecule (Fukada *et al.* 2011). Adding to the complexity of cellular zinc regulation, zinc is maintained at different levels in different organelles. Cells have evolved complex mechanisms for surviving zinc insufficiency, maintaining cellular and subcellular zinc homeostasis, and surviving exposure to toxic levels of zinc. The molecular mechanisms underlying regulation of zinc homeostasis and detoxification are, in some cases, zinc-specific, and in other cases relevant to other metals. Methods used by cells to maintain zinc levels and/or survive metal toxicity include the regulation of proteins required for metal influx (*e.g.*, ZIP family importers of zinc), metal efflux (*e.g.*, ZnT family exporters of zinc), or metal chelation (*e.g.*, by metallothioneins), as well as sequestration of zinc and/or biomolecules damaged by zinc in membrane-bound organelles, such as the yeast vacuole or mammalian lysosome (Kambe *et al.* 2015).

In addition to involving transporters and chelators, metal detoxification also involves more general detoxification strategies. GSH has long been known to have the ability to form a complex with zinc or cadmium (Perrin and Watt 1971). Data from plants, yeasts, tunicates, fish, and other organisms suggest the relevance of GSH levels, conjugation, and/or transport to metal detoxification (Perego and Howell 1997; Penninckx 2002; Gharieb and Gadd 2004; Franchi *et al.* 2012; Seth *et al.* 2012). Genetic evidence provides further support for a connection between GSH and metal detoxification. The ABCC-family transporter YCF1 is one example. YCF1 was originally identified based on a cadmium sensitivity phenotype and has been implicated in GSH-mediated detoxification of cadmium. The YCF1 protein is thought to be localized to the vacuole and to mediate transport of bis(glutathionato)cadmium into the vacuole (Nagy *et al.* 2006). Evidence suggests that the related protein YOR1, which is localized to the plasma membrane, can transport GSH-conjugated cadmium out of the cell. Consistent with this idea, *ycf1*, *yor1* double mutant yeast strains are reportedly more sensitive to cadmium intoxication than either single mutant strain (Nagy *et al.* 2006).

The biology of zinc and other metals has many connections with human diseases. For example, genetic disruption of genes encoding metal transporters can lead to diseases of metal insufficiency or excess (Clayton 2017). In addition, accumulation of high levels of metals, which can occur following consumption of contaminated drinking water or through occupational exposure, can negatively impact human development and cause disease. Further, because metals are used by cells as “weapons” in their defense against pathogens (Weiss and Carver 2017), metal insufficiency can impact immune function. Moreover, metals or metal-related genes have been implicated in, or levels correlated with, diseases such as diabetes, Parkinson’s disease, and Alzheimer’s disease (Chasapis *et al.* 2012). The zinc transporter ZNT8 is a common autoantigen in type 1 diabetes (Arvan *et al.* 2012), for example, and ATP13A2 (PARK9), a Parkinson’s disease gene, has been implicated in zinc homeostasis (Kong *et al.* 2014; Park *et al.* 2014; Tsunemi and Krainc 2014). Furthermore, adaptation of insect vectors of disease such as mosquitoes to metals might confer concomitant resistance to insecticides (Poupardin *et al.* 2008), such that understanding metal detoxification in insects might impact our understanding of disease vector control and the impact of polluted environments on the spread of insect-borne diseases (Poupardin *et al.* 2012).

Although yeast provides an excellent genetic platform for study of the cell biology of metal detoxification, using a single-celled organism has limited potential to model multicellular systems such as humans or insect vectors of disease. *Drosophila* presents many advantages as a genetic model system, including the study of metal homeostasis and detoxification at the cellular and whole-organism levels, study of the effects of genetic or environmental perturbation of metal levels in the context models of human diseases (*e.g.*, in *Drosophila* models of Parkinson’s or Alzheimer’s disease), and as a model of adaptation to metals and/or insecticides by insect vectors of disease. Work by several laboratories has established *Drosophila* as an *in vivo* model for study of zinc biology in a multicellular system (Richards and Burke 2016; Xiao and Zhou 2016), as well as for evolutionary studies of metal-related genes (Sadraie and Missirlis 2011; Rempoulakis *et al.* 2014). In particular, R. Burke and colleagues have performed a comprehensive genetic survey of *in vivo* ZIP and ZnT family zinc transporter functions using combined knockdown and overexpression approaches (Lye *et al.* 2012, 2013). Moreover, R. Burke, B. Zhou, and others have established the fly gut as a system for the study of zinc and other metals (Wang *et al.* 2009; Wang and Zhou 2010; Jones *et al.* 2015). Studies in *Drosophila* have also identified a role for zinc in kidney stone disease (Chi *et al.* 2015), and *Drosophila* is an established model in which to study the effects of metal-containing nanomaterials (Alaraby *et al.* 2016).

Altogether, the existing literature suggests that *Drosophila* provides an excellent system in which to study the cellular and organismal biology of metal homeostasis and detoxification. However, despite the growing body of work in *Drosophila* on zinc biology and other metal-related studies, there has remained a need for the application of high-throughput functional genomic methods for the study of zinc and other metals in *Drosophila*. Here, we describe the results obtained by applying two complementary ‘omics approaches to the identification of genes relevant to metal homeostasis and detoxification. Specifically, we performed large-scale *Drosophila* cell-based RNA interference (RNAi) screens to identify genes relevant to zinc or manganese detoxification, and performed a transcriptome-wide analysis of genes regulated in response to mild metal supplementation of wild-type or genetically zinc-sensitized cells. The results point to conserved genes and functions, and provide a resource for further study.

## Materials and Methods

### Cultured cell lines

The screen was performed using the *Drosophila* RNAi Screening Center (DRSC) isolate of the S2R+ *Drosophila* cell line. Derivatives of this cell line newly generated in this work are available from the *Drosophila* Genome Resource Center (DGRC) cultured cell repository in Bloomington, IN (DGRC cell IDs 1000 and 1001; see below and Supplementary Material, File S4 [Reagent Table]).

### Cell RNAi screening

In total, we screened four double-stranded RNA (dsRNA) reagent libraries for *Drosophila* cell-based RNAi screening from our DRSC collection (Hu *et al.* 2017b): the TM library targeting genes encoding transmembrane domain-containing proteins (17 unique 384-well assay plates), the AUTGY library targeting genes encoding autophagy-related factors (three plates), the MBO1 library targeting genes encoding proteins associated with membrane-bound organelles (two plates), and a custom-designed plate with candidate metal-related factors that we refer to as the “Megadeath” plate (one plate). In all cases, experimental dsRNAs were excluded from the outermost two wells of the final 384-well assay plate design to limit edge effects. Three replicates of each unique plate in the library (metal-supplemented conditions) or two replicates of each unique plate (control) were screened. To perform the screens, we added S2R+ cultured cells to dsRNA-containing assay plates as described previously (Echeverri and Perrimon 2006). We then incubated the plates in a 25° incubator with humidity control for 4 d. Next, freshly prepared ZnCl_2_ or MnCl_2_ (Sigma Aldrich) in solution or a control treatment (water) was added to the assay plates using a Formulatrix Mantis liquid handling robot to a final level of supplementation of 15 mM. Twenty-four hours following metal supplementation or control treatment, cells were lysed, and total ATP levels per well were determined using Promega Cell Titer Glo and a Molecular Devices Spectramax Paradigm luminometer. The step-by-step screen and assay protocols that we used are available online at https://fgr.hms.harvard.edu/fly-cell-rnai-384-well-format and https://fgr.hms.harvard.edu/fly-cell-total-atp-readout. Relative luciferase values for each plate were normalized to the plate average, replicates were averaged, and average normalized relative luciferase values were then compared across plates by calculating Z-scores.

### Generation of CRISPR knockout cell lines

The sgRNA sequence used to target *ZnT63C* was 5ʹ-TGTGACCAATTCGATGGCTC-3ʹ and the sgRNA sequence used to target IA-2 was 5ʹ-CGGCTGTTCCGCGTGCTCTCTGG-3ʹ (see also File S4). The sgRNAs were cloned and introduced into cells as described in Housden *et al.* (2014, 2015). Briefly, following the introduction of Cas9 and sgRNAs targeting *ZnT63C* or *IA-2* and single-cell cloning, we used high-resolution melt analysis (HRMA) to identify gene-modified cells. The *ZnT63C* or *IA-2* gene regions from colonies positive for HRMA were then amplified by PCR, PCR products were individually cloned by TOPO cloning, at least 10 isolates were subjected to Sanger sequencing, and sequence data were aligned and analyzed to confirm that all alleles contained frameshift mutations.

### RNA preparation and RNAseq analysis

For RNAseq analysis of control or metal-treated cells, wild-type S2R+ or CRISPR-modified mutant cell derivatives (*IA2-KO* and *ZnT63C-KO*) were first grown to confluency in 10 ml of media in T-75 flasks, control samples were next left untreated and experimental samples were supplemented to a final concentration of 1 mM ZnCl_2_ or MnCl_2_, and cells were then incubated for 24 hr, centrifuged, and resuspended in TRIzol reagent (Thermo Fisher). RNA was extracted as described previously using chloroform extraction and isopropanol precipitation (Song *et al.* 2010). Each RNA solution was divided into two aliquots, one of which was freshly used for RNA Integrity Number (RIN) evaluation at the Harvard Medical School Biopolymers Facility. If the RIN was >6.7 and no RNA degradation was observed following analysis, the other aliquot (stored at −80°) was shipped on dry ice to the Columbia Genome Center (CGC; Columbia University, New York, NY) for standard sample processing and raw data analysis. RNA libraries were prepared for sequencing using standard Illumina protocols and sequenced by Illumina HiSeq2000 at the CGC. The raw data files were analyzed by the CGC as follows. RTA (Illumina) was used for base calling and bcl2fastq (version 1.8.4) was used to convert BCL to fastq format, coupled with adaptor trimming. The reads were mapped to FlyBase genome annotation r5.51 using TopHat (version 2.0.4) with four mismatches and 10 maximum multiple hits. Relative abundance was determined using Cufflinks (version 2.0.2) with default settings and fragments per kilobase of transcript per million mapped reads (FPKM) values were calculated. The number of unique mapped reads per sample ranged from 17 million to 27 million. In order to compare the results at the gene level, we took the average of the FPKM values for each gene for the two replicates done for each condition, then determined the log_2_ ratio of FPKM levels for each genotype and treatment condition combination *vs.* FPKM levels in the same genotype. Prior to this analysis, we set to a value of “1” for any average FPKM value between 0 and 1 to reduce the possibility of getting large ratio values for genes with negligible levels of detected transcript in both the experimental sample and the wild-type control (*e.g.*, the ratio of FPKM 0.1 *vs.* 0.0001), as we assume those ratios are not likely to have biological relevance. A cutoff of twofold change for all replicates was applied (log_2_ > 1 or < −1).

### Real-time quantitative PCR (qPCR) analysis

Wild-type S2R+ cells were cultured under standard growth conditions in a 75 ml flask for 72 hr. Next, the appropriate amount of a 1 M stock solution of ZnCl_2_ or ZnSO_4_ (or water) was added to reach a final supplementation concentration of 0, 1, 3, or 5 mM. Cells were then incubated for 24 hr at 25°, centrifuged, resuspended in TRIzol (Thermo Fisher), treated with DNaseI, and cDNA was prepared using a QIAGEN RNeasy kit. The cDNA was analyzed by qPCR using SYBR Green and with tubulin as an internal reference gene control. All experiments were conducted in triplicate qPCR reactions. Data were analyzed with Bio-Rad CFX Manager software. Additional details regarding reagents and the sequence of oligonucleotide primer sequences used to detect experimental and control genes are indicated in the File S4.

### Enrichment analysis of the RNAi screen and RNAseq data sets

The gene hits from the RNAi screen and RNAseq profiling were analyzed for overrepresented gene sets using an in-house JAVA program based on hypergeometric distribution. The gene sets we queried were assembled using gene ontology (GO) annotation, pathway annotation from GLAD (Hu *et al.* 2015), and the *Drosophila* protein complex annotation from COMPLETE (Vinayagam *et al.* 2013). Human pathway annotation of Reactome (Croft *et al.* 2011) and KEGG (Kanehisa *et al.* 2017) were mapped to *Drosophila* gene sets using DIOPT (Hu *et al.* 2011), and included in enrichment analyses.

### Data availability

High-confidence gene-level hits from the RNAi screens are shown in Figure 1 and listed with additional details (human orthologs, Z-scores, etc.) in Table 1, Table 2, and Table 3. In addition, a complete list of gene-level high-, moderate-, and low-confidence RNAi screen hits, as well as enrichment analysis results, is provided in File S1. Reagent-level RNAi screen data are available from the FlyRNAi database of the DRSC (see “Screen Summary” for a full list of screen data sets or “Gene Lookup” to query by gene or reagent) (Hu *et al.* 2017b). The RNAi screens were assigned DRSC Project IDs 177 through 185 and 193. To view the full data set for a screen, replace “X” with the three-digit DRSC Project ID in the URL http://www.flyrnai.org/cgi-bin/RNAi_public_screen.pl?project_id=X. The RNAi screen data sets are also available at NCBI PubChem BioAssay (Wang *et al.* 2014). The screens were assigned PubChem BioAssay IDs 1259314–1259316 and 1259326–1259331. To view a data set at PubChem BioAssay, replace “X” with the seven-digit PubChem ID in the URL https://pubchem.ncbi.nlm.nih.gov/bioassay/X. Analyzed results of the transcriptomics study are summarized in Figure 2 and Table 4, and provided in full in File S2 (gene-level data and enrichment analysis results). FPKM values for genes listed in Figure 2 or discussed are presented in File S3 (each of two replicates, all genotypes and conditions). In addition, the RNAseq data sets are available from the NCBI Gene Expression Omnibus, GEO accession ID GSE99332 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE99332).

**Figure 1:**
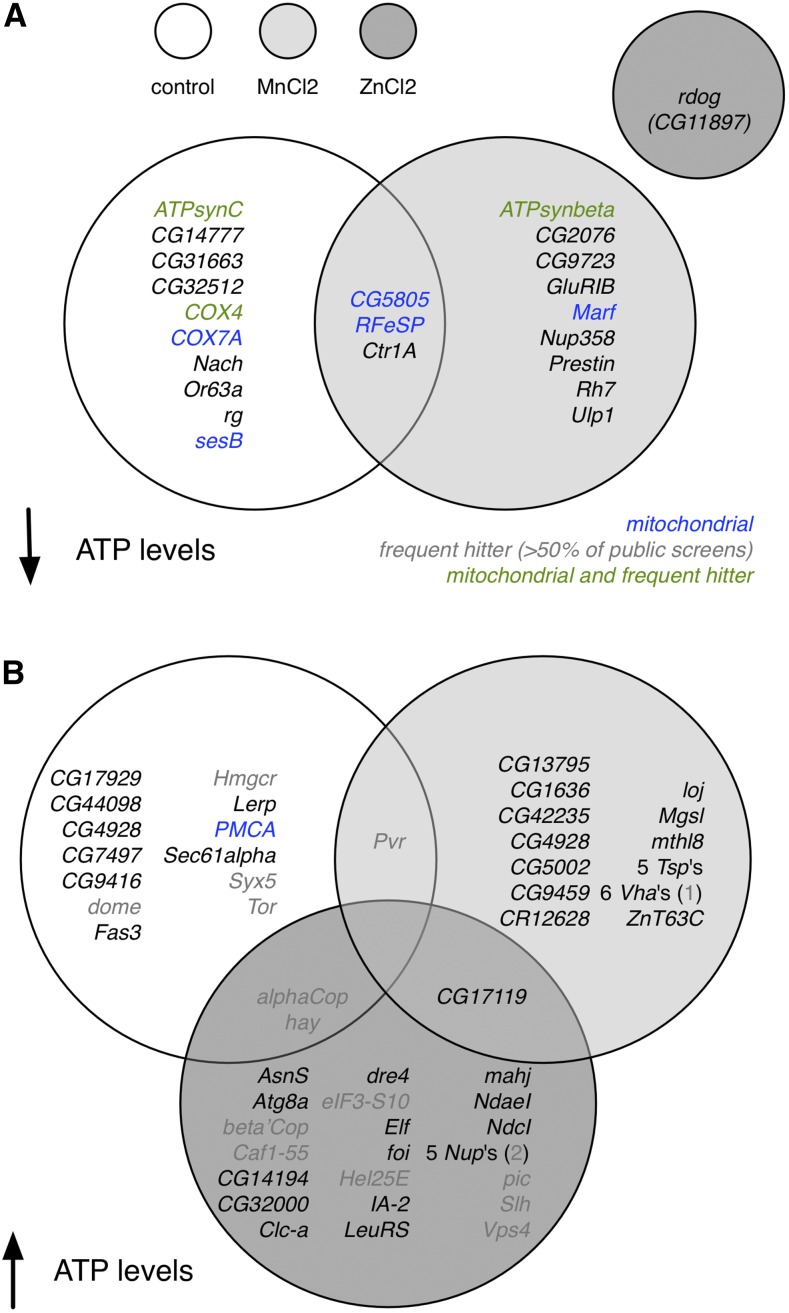
RNA interference screen hits for control and metal toxicity conditions. ATP levels down (A) or up (B). White circles, control conditions; light gray circles, MnCl_2_-supplemented conditions; dark gray circles, ZnCl_2_-supplemented conditions. Blue text, mitochondrial protein-encoding genes. Gray text, genes that frequently score as positives in other screens (>50% of public screens; frequent hitters). Green text, genes that are both mitochondrial-encoding and frequent hitters.

**Table 1:** High-confidence RNAi screen results for control cells

FlyBase ID	Gene Symbol	Human Ortholog*^a^*	Treatment	Direction*^b^*	dsRNAs*^c^*	Avg Z-Score
FBgn0039830	*ATPsynC*	ATP5G2	Control	Down	2	−2.17
FBgn0026872	*CG14777*	MPV17L	Control	Down	2	−1.82
FBgn0051663	*CG31663*	–	Control	Down	2	−1.58
FBgn0052512	*CG32512*	TMEM205	Control	Down	2	−2.49
FBgn0039223	*CG5805*	SLC25A44	Control	Down	2	−1.97
FBgn0032833	*COX4*	COX4I1,2	Control	Down	2	−1.76
FBgn0040529	*COX7A*	COX7A2	Control	Down	2	−2.02
FBgn0062413	*Ctr1A*	SLC31A1	Control	Down	2	−2.06
FBgn0262743	*Fs(2)Ket*	KPNB1	Control	Down	2	−3.91
FBgn0024319	*Nach*	SCNN1B,G	Control	Down	2	−1.89
FBgn0035382	*Or63a*	–	Control	Down	2	−1.73
FBgn0021906	*RFeSP*	UQCRFS1	Control	Down	2	−2.93
FBgn0266098	*rg*	NBEA	Control	Down	2	−1.82
FBgn0003360	*sesB*	SLC25A4	Control	Down	2	−1.83
FBgn0025725	α*COP*	COPA	Control	Up	2	2.11
FBgn0038415	*CG17929*	–	Control	Up	2	2.17
FBgn0264907	*CG44098*	–	Control	Up	2	1.76
FBgn0027556	*CG4928*	UNC93A	Control	Up	2	1.99
FBgn0036742	*CG7497*	PTGER1,3,4	Control	Up	2	1.71
FBgn0034438	*CG9416*	ERMP1	Control	Up	2	1.85
FBgn0043903	*dome*	–	Control	Up	2	1.82
FBgn0000636	*Fas3*	–	Control	Up	2	2.97
FBgn0001179	*hay*	ERCC3	Control	Up	2	3.19
FBgn0263782	*Hmgcr*	HMGCR	Control	Up	2	2.59
FBgn0051072	*Lerp*	IGF2R	Control	Up	2	1.69
FBgn0259214	*PMCA*	ATP2B1,2,3,4	Control	Up	2	2.29
FBgn0032006	*Pvr*	FLT1	Control	Up	2	5.12
FBgn0086357	*Sec61*α	SEC61A1,2	Control	Up	2	2.48
FBgn0011708	*Syx5*	STX5	Control	Up	3	2.87
FBgn0021796	*Tor*	MTOR	Control	Up	2	2.51

ID, identifier; dsRNAs, double-stranded RNAs; Avg, average.

a Best match ortholog(s) are shown (DIOPT score cutoff > 2) (Hu *et al.* 2011).

b Down, decreased total ATP levels following plate-based normalization within a treatment group; up, increased total ATP levels following plate-based normalization within a treatment group.

c Number of unique dsRNAs in the library that target the gene. For all high-confidence hits as shown here, each of the designs resulted in a Z-score > 1.5 or < −1.5 and in the same direction as what was found for other designs targeting the same gene.

**Table 2:** High-confidence RNAi screen results for zinc chloride-treated cells

FlyBase ID	Gene Symbol	Human Ortholog(s)*^a^*	Treatment	Direction*^b^*	dsRNAs*^c^*	Avg Z-Score
FBgn0039644	*rdog*	ABCC family	ZnCl_2_	Down	2	−1.81
FBgn0025725	α*COP*	COPA	ZnCl_2_	Up	3	2.47
FBgn0270926	*AsnS*	ASNS	ZnCl_2_	Up	2	1.85
FBgn0052672	*Atg8a*	GABARAP	ZnCl_2_	Up	2	2.20
FBgn0025724	β’*COP*	COPB2	ZnCl_2_	Up	3	2.54
FBgn0263979	*Caf1-55*	RBBP4,7	ZnCl_2_	Up	2	2.09
FBgn0030996	*CG14194*	TMEM185A,B	ZnCl_2_	Up	2	3.22
FBgn0039045	*CG17119*	CTNS	ZnCl_2_	Up	2	4.88
FBgn0052000	*CG32000*	ATP13A2,3,4,5	ZnCl_2_	Up	3	4.14
FBgn0051116	*ClC-a*	CLCN1,2	ZnCl_2_	Up	2	3.04
FBgn0002183	*dre4*	SUPT16H	ZnCl_2_	Up	3	3.30
FBgn0037249	*eIF3-S10*	EIF3A	ZnCl_2_	Up	3	2.22
FBgn0020443	*Elf*	GSPT1,2	ZnCl_2_	Up	2	1.72
FBgn0024236	*foi*	SLC39A family	ZnCl_2_	Up	2	3.42
FBgn0001179	*hay*	ERCC3	ZnCl_2_	Up	2	3.21
FBgn0014189	*Hel25E*	DDX39A,B	ZnCl_2_	Up	3	7.74
FBgn0031294	*IA-2*	PTPRN,N2	ZnCl_2_	Up	2	2.54
FBgn0284253	*LeuRS*	LARS, LARS2	ZnCl_2_	Up	2	1.73
FBgn0034641	*mahj*	DCAF1	ZnCl_2_	Up	3	1.87
FBgn0259111	*Ndae1*	SLC4A family	ZnCl_2_	Up	2	1.60
FBgn0039125	*Ndc1*	NDC1	ZnCl_2_	Up	2	1.87
FBgn0039004	*Nup133*	NUP133	ZnCl_2_	Up	2	3.01
FBgn0021761	*Nup154*	NUP155	ZnCl_2_	Up	3	2.69
FBgn0039302	*Nup358*	RANBP2	ZnCl_2_	Up	2	3.17
FBgn0027537	*Nup93-1*	NUP93	ZnCl_2_	Up	2	5.60
FBgn0039120	*Nup98-96*	NUP98	ZnCl_2_	Up	2	6.02
FBgn0260962	*pic*	DDB1	ZnCl_2_	Up	3	3.22
FBgn0264978	*Slh*	SCFD1	ZnCl_2_	Up	2	1.58
FBgn0283469	*Vps4*	VPS4A,B	ZnCl_2_	Up	2	4.60

ID, identifier; dsRNAs, double-stranded RNAs; Avg, average.

a Best match ortholog(s) or paralog families are shown (DIOPT score cutoff > 2) (Hu *et al.* 2011).

b Down, decreased total ATP levels following plate-based normalization within a treatment group; up, increased total ATP levels following plate-based normalization within a treatment group.

c Number of unique dsRNAs in the library that target the gene. For all high-confidence hits as shown here, all of the designs resulted in a hit as defined by a Z-score > 1.5 or < −1.5, and in the same direction as what was found for other designs targeting the same gene.

**Table 3:** High-confidence RNAi screen results for manganese chloride-treated cells

FlyBase ID	Gene Symbol	Human Ortholog*^a^*	Treatment	Direction*^b^*	dsRNAs*^c^*	Avg Z-Score
FBgn0010217	*ATPsyn*β	ATP5B	MnCl_2_	Down	2	−2.45
FBgn0030263	*CG2076*	GHITM	MnCl_2_	Down	2	−1.63
FBgn0039223	*CG5805*	SLC25A44	MnCl_2_	Down	2	−1.80
FBgn0030768	*CG9723*	NEMP1,2	MnCl_2_	Down	2	−1.79
FBgn0062413	*Ctr1A*	SLC31A1	MnCl_2_	Down	3	−1.90
FBgn0264000	*GluRIB*	GRIA1,2,3,4	MnCl_2_	Down	2	−1.57
FBgn0029870	*Marf*	MFN2	MnCl_2_	Down	2	−2.81
FBgn0039302	*Nup358*	RANBP2	MnCl_2_	Down	2	−2.17
FBgn0036770	*Prestin*	SLC26A5	MnCl_2_	Down	2	−2.46
FBgn0021906	*RFeSP*	UQCRFS1	MnCl_2_	Down	2	−2.74
FBgn0036260	*Rh7*	OPN4,3	MnCl_2_	Down	2	−2.09
FBgn0027603	*Ulp1*	SENP1,2,3,5	MnCl_2_	Down	2	−1.83
FBgn0031937	*CG13795*	–	MnCl_2_	Up	2	3.32
FBgn0030030	*CG1636*	–	MnCl_2_	Up	2	3.20
FBgn0039045	*CG17119*	CTNS	MnCl_2_	Up	2	2.38
FBgn0250757	*CG42235*	SLC5A family	MnCl_2_	Up	3	2.92
FBgn0027556	*CG4928*	UNC93A	MnCl_2_	Up	2	1.71
FBgn0034275	*CG5002*	SLC26A11	MnCl_2_	Up	2	1.81
FBgn0037764	*CG9459*	ELOVL7	MnCl_2_	Up	2	2.36
FBgn0042701	*CR12628*	–	MnCl_2_	Up	2	3.10
FBgn0061492	*loj*	TMED6	MnCl_2_	Up	2	1.95
FBgn0025814	*Mgstl*	MGST1	MnCl_2_	Up	2	3.10
FBgn0052475	*mthl8*	–	MnCl_2_	Up	2	2.38
FBgn0032006	*Pvr*	FLT1	MnCl_2_	Up	2	3.46
FBgn0031760	*Tsp26A*	TSPAN5	MnCl_2_	Up	2	1.99
FBgn0029508	*Tsp42Ea*	CD63	MnCl_2_	Up	2	2.92
FBgn0033136	*Tsp42Eo*	–	MnCl_2_	Up	2	2.59
FBgn0033137	*Tsp42Ep*	–	MnCl_2_	Up	2	2.37
FBgn0033139	*Tsp42Er*	–	MnCl_2_	Up	2	1.98
FBgn0022097	*Vha36-1*	ATP6V1D	MnCl_2_	Up	2	1.64
FBgn0040377	*Vha36-3*	ATP6V1D	MnCl_2_	Up	2	2.21
FBgn0262511	*Vha44*	ATP6V1C1	MnCl_2_	Up	2	2.05
FBgn0263598	*Vha68-2*	ATP6V1A	MnCl_2_	Up	2	2.57
FBgn0028662	*VhaPPA1-1*	ATP6V0B	MnCl_2_	Up	2	1.99
FBgn0027779	*VhaSFD*	ATP6V1H	MnCl_2_	Up	3	2.37
FBgn0035432	*ZnT63C*	SLC30A1	MnCl_2_	Up	2	2.27

ID, identifier; dsRNAs, double-stranded RNAs; Avg, average.

a Best match ortholog(s) or paralog families are shown (DIOPT score cutoff > 2) (Hu *et al.* 2011).

b Down, decreased total ATP levels following plate-based normalization within a treatment group; up, increased total ATP levels following plate-based normalization within a treatment group.

c Number of unique dsRNAs in the library that target the gene. For all high-confidence hits as shown here, all of the designs resulted in a “hit” as defined by a Z-score > 1.5 or < −1.5 and in the same direction as what was found for other designs targeting the same gene.

**Figure 2:**
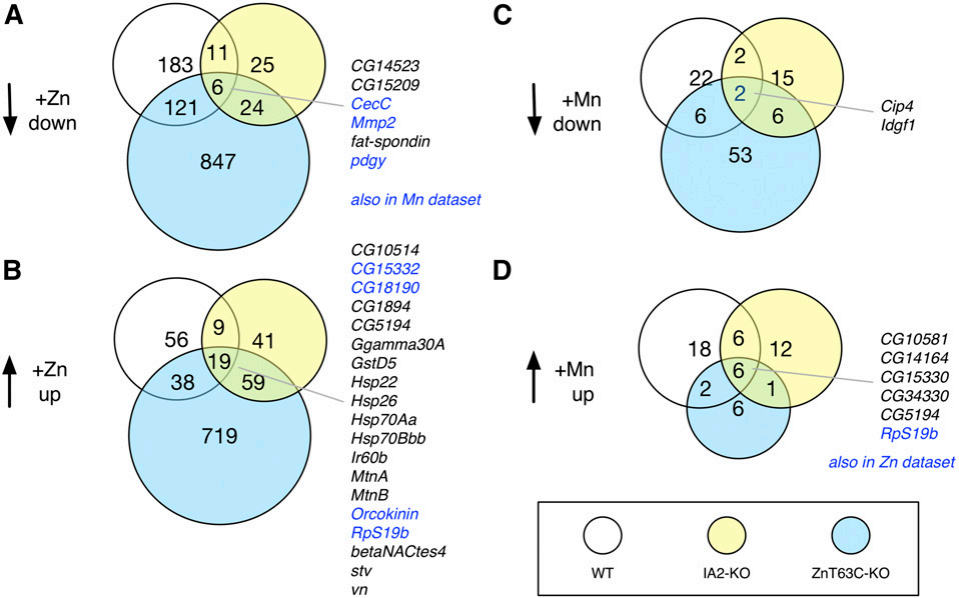
Overlap among genes down- or upregulated in wild-type (WT), *IA2-KO*, or *ZnT63C-KO* cells supplemented with zinc or manganese chloride. White circles, WT zinc-treated cells; yellow circles, *IA2-KO* zinc-treated cells; blue circles, *ZnT63C-KO* zinc-treated cells. (A and B) ZnCl_2_-treated conditions. Genes in common to all three genotypes for a given treatment condition are shown to the right. Blue text indicates genes also identified in the data set for one or more genotype treated with MnCl_2_. (C and D) MnCl_2_-treated conditions. Blue text indicates genes also identified in the data set for one or more genotype treated with ZnCl_2_ (the one gene that meets these criteria was common to all three zinc-treated genotypes). Fragments per kilobase of transcript per million mapped reads values for each of two replicates for each genotype and condition for the genes listed in the figure are provided in File S3.

**Table 4:** Summary of transcriptomics analysis of wild-type and zinc-sensitized cells under control or metal-supplemented conditions

	Wild-Type S2R+	*IA2-KO*	*ZnT63C-KO*
+ 1 mM ZnCl_2_	319 down	66 down	998 down
	121 up	128 up	835 up
+ 1 mM MnCl_2_	23 down	26 down	68 down
	33 up	26 up	16 up

Down, downregulated as compared with untreated cells of the same genotype; up, upregulated as compared with untreated cells of the same genotype.

## Results and Discussion

### Drosophila cell-based screen for modifiers of metal chloride toxicity

We reasoned that the application of high-throughput ‘omics approaches in *Drosophila* cultured cells would provide a robust data set that can inform future *in vivo* studies. To get a genome-scale view of genes relevant to zinc detoxification, we performed three large-scale RNAi screens in parallel using *Drosophila* S2R+ cultured cells. We used total ATP levels as an indirect assay readout of cell viability and number, and screened under three conditions: control conditions, toxic zinc conditions (*i.e.*, supplementation to a concentration of 15 mM ZnCl_2_), and toxic manganese conditions (15 mM MnCl_2_). Although our main goal was to identify genes relevant to zinc, we chose to screen in parallel under toxic manganese conditions for two reasons. First, we reasoned that screening with an equimolar concentration of a different metal chloride salt would help exclude the possibility that the genes we identify in the zinc intoxication screen are relevant to the chloride ion, changes in osmolarity, or other nonspecific effects. Second, we reasoned that the data would provide a helpful high-throughput data set relevant to the biology of manganese, a metal that, like zinc, is essential for cell viability and toxic in excess, but underexplored in the literature.

In order to quickly identify high-confidence screen hits (positive results) at the gene level, we screened RNAi reagent libraries from the DRSC collection that have multiple unique RNAi reagents per gene coverage and optimized layouts. Specifically, we screened four libraries of dsRNAs: a large library targeting known or predicted *Drosophila* transmembrane domain-containing protein-encoding genes and three smaller libraries targeting genes encoding putative autophagy-related factors (ZnCl_2_ conditions only), conserved components of membrane-bound organelles, or candidate metal-related factors (total of 3885 dsRNAs targeting 1960 unique genes). Each screen condition was internally normalized (see *Materials and Methods*). How to access screen data is described in the *Data availability* section of the *Materials and Methods*.

Several indicators suggest that the screens resulted in high-quality, metal-specific results. First, consistent with the identification of condition-specific results, replicate assay plates within a treatment condition correlate well (Pearson correlation coefficients of 0.88–0.93) but replicate assay plates from different treatment groups do not (Pearson correlation coefficients of 0.24–0.50). Second, for many genes, two unique reagents targeting the same gene scored as hits under the same conditions and in the same direction. We define this set of genes for which two unique reagents scored in the same direction in a given condition as the set of high-confidence hits (Figure 1, Table 1, Table 2, and Table 3). Third, the set of high-confidence hits in any given condition and direction include multiple members of a protein family (*e.g.*, several tetraspanin family proteins are high-confidence hits in the same direction in the manganese screen), multiple members of a protein complex (*e.g.*, several nuclear pore components are high-confidence hits in the same direction in the zinc screen), or multiple components of a given organelle (*e.g.*, for both control and manganese conditions, mitochondrial proteins are among the high-confidence hits with lower ATP levels *vs.* the internal controls; Figure 1A, blue or green text).

Altogether, we identified 30 high-confidence hits in the control treatment group, 29 in the zinc toxicity treatment group, and 36 in the manganese toxicity treatment group (Figure 1, Table 1, Table 2, and Table 3). Hits were identified from all four libraries, with 23% of genes in the candidate metal-related gene library identified as high-confidence hits and 4–8% of genes in the other three libraries identified as high-confidence hits. There is limited overlap among genes that scored as high-confidence hits from each of the three screens. Three genes (*CG5805*, *Ctr1A*, and *RFeSP*) are in common between high-confidence hits for control conditions, decreased ATP (“down”) direction and MnCl_2_ conditions, down direction (Figure 1A). Two genes (α*COP*, *hay*) are in common between high-confidence hits for control conditions, increased ATP (“up”) direction and ZnCl_2_-supplemented conditions, up direction; one gene (*Pvr*) is in common between high-confidence hits for control conditions, up direction and MnCl_2_-supplemented conditions, up direction; and one gene (*CG17119*) is in common between high-confidence hits for ZnCl_2_-supplemented conditions, up direction and MnCl_2_-supplemented conditions, up direction (Figure 1B). For the zinc toxicity screen, there was a clear bias in detection of high-confidence hits conferring higher ATP levels (28 high-confidence hits) as compared with lower ATP levels (one high-confidence hit). We suspect that the zinc treatment conditions were so toxic that it was difficult to detect a significant further reduction in total ATP levels *vs.* the internal control. In addition, some genes identified in the screens are “frequent hitters” (Figure 1, gray or green text), which we define here as hits scoring in >50% of *Drosophila* RNAi screens in the GenomeRNAi database (Schmidt *et al.* 2013).

### False discovery analysis

We used two approaches to address false positive and false negative discovery in the RNAi screens. As a first approach, we used RNAseq data from the modENCODE project (modEncode Consortium *et al.* 2010; Hu *et al.* 2017a) and this study (below) to determine the fraction of hits for which there is no evidence of expression in S2R+ cells (FPKM < 1), suggesting false positive discovery. 

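Of the 86 high-confidence hits in File S1, 68 had a row in the RNAseq files by symbol (spelled and capitalized alike), and 19 of them (27.9%) had a mean FPKM below 1 in the 2 untreated WT samples, whose name is the same in the deposited labels and in File S3. For 164 moderate-confidence hits, 133 were found and 35 (26.3%) were below 1. For 548 low-confidence hits, 473 were found and 259 (54.8%) were below 1. The modENCODE data that the paper also used are not in the files analysed here. Requiring the mean of every condition to be below 1 lowered the counts to 15, 30 and 230. The paper takes such hits as an estimate of false positive discovery.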

This was true for 16 of 86 high-confidence hits (19%), 33 of 164 moderate-confidence hits (20%), and 246 of 548 low-confidence hits (45%), suggesting a false positive discovery rate of ∼20% for high- and moderate-confidence hits in the screens. 

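Of the 29 high-confidence hits in the ZnCl2 screen, 20 had a row by symbol, and 2 of them (ClC-a, Ndae1) had a mean FPKM below 1 in untreated WT cells. The number was 2 under every alternative tried.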

Notably, the zinc screen appears to contribute the least to false positive discovery: only 2 of 29 high-confidence hits in the ZnCl_2_-supplemented conditions screen (7%) have FPKM < 1. Moreover, these two genes are annotated as having zinc or chloride ion-related functions. Thus, the false positive discovery rate for the zinc screen appears to be low.

Our second approach to false discovery analysis was to compare the results of the control screen to a previously published RNAi screen reported by Boutros *et al.* (2004) for genes essential in *Drosophila* cultured cells (Boutros *et al.* 2004). Among the genes identified as essential in that study, 11 met the criteria that they were (a) identified using dsRNA designs that meet current cutoffs for quality and (b) included in our control conditions screen. For 2 of 11, the FPKM values for cultured cell lines are <1, suggesting that these are false positive results in the Boutros *et al.* (2004) study. Of the nine genes with evidence for expression in cultured cells, three of nine scored in the down direction in our control screen (*Nup153* and *Desat1*, low-confidence hits and *Fs(2)Ket*, high-confidence hit), consistent with the idea that these are essential genes in S2R+ cells. We next asked if human cancer cell essential gene data support the idea that the six of nine genes identified in the Boutros screen and expressed but not identified in our control screen are indeed essential genes. We identified a set of human cancer cell essential genes based on two studies that together interrogated 11 different cell lines (Hart *et al.* 2015; Wang *et al.* 2015), then used DIOPT (Hu *et al.* 2011) to define orthologs and compared the gene lists. An ortholog of *ATPsyn*β is among the set of high-confidence human cancer cell essential genes (scored as essential in 8 of 11 human cell lines). Orthologs of *crb*, *crq*, and *Pvr* were not identified as essential in any of the cell lines; a *Kap*-α*3* ortholog was identified in 3 of 11 cell lines; and an *ACC* ortholog in 5 of 11 cell lines. Taken together, these data suggest that *crb*, *crq*, *Kap*-α*3*, and *Pvr* are likely to be false positives in the Boutros cell screen, and that *ATPsyn*β and *ACC* are likely to be false negatives in our control conditions screen. We note that *Nup153*, *Desat1*, *Fs(2)Ket*, and *ATPsyn*β were all hits in the down direction under MnCl_2_ supplementation conditions. We are reluctant to assign a false negative rate based on this analysis because only 11 genes could be compared.

### Analysis of zinc screen results

We found a number of zinc-related genes among the high-confidence hits in the zinc screen. For example, *fear of intimacy (foi)*, which encodes a ZIP family zinc influx protein (Mathews *et al.* 2005), was identified as a high-confidence hit for increased total ATP levels (up hits) in the zinc screen but not in the other screens (Table 2). The zinc screen hits in the up direction also include *CG32000*, a putative ortholog of human ATP13A2 (PARK9); evidence from mammalian cells suggests a role for ATP13A2 in lysosomal zinc transport (Kong *et al.* 2014; Park *et al.* 2014; Tsunemi and Krainc 2014). The zinc screen hits in this direction further include *IA-2 protein tyrosine phosphatase* *(IA-2)*, an ortholog of human PTPRN (better known as IA2), which, like the human zinc transporter ZNT8, is a common autoantigen associated with type 1 diabetes (Arvan *et al.* 2012).

The single high-confidence hit in the lower ATP levels direction in the zinc screen (*i.e.*, knockdown appears to confer zinc sensitivity; down hits) is a gene with the systematic name *CG11897*, which we have renamed *red dog mine (rdog)* after the large Alaskan zinc mine of that name. The *rdog* gene encodes a member of the ABCC subfamily of ABC transporters that also includes yeast YCF1. Five additional genes were initially categorized as low-confidence hits in the zinc treatment, lower ATP levels (down) category: *CG7627*, *CG3790*, *COX7AL*, *CR43469*, and *mthl3* (File S1). Notably, like *rdog*, *CG7627* also encodes an ABCC family member, further supporting the idea that ABCC-type transporters are relevant to zinc chloride detoxification. Based on enrichment analysis (below), *CG7627* was promoted to a moderate-confidence hit (File S1).

We performed enrichment analysis for GO “cellular compartment” or “biological process” terms, pathways as annotated in Reactome (Croft *et al.* 2011), and protein complexes as annotated by COMPLETE (Vinayagam *et al.* 2013). In all cases, we used the full set of hits in the analysis (*i.e.*, both low- and high-confidence hits). We reannotated low-confidence hits as moderate confidence if they were members of a significant enrichment group (File S1). Overall, the results of the enrichment analysis further suggest the quality and specificity of the screens. For the zinc toxicity screen, enrichment is driven by the presence of multiple components of the nuclear pore complex (*e.g.*, enrichment for GO cellular compartment “nuclear pore,” p-value 7.15e^−07^), suggesting the possible involvement of nuclear transport in zinc-induced cell death or another relevant process. We also note that there are related genes in the human genome for all of the high-confidence hits identified in the zinc screen (human orthologs are included in Table 2).

### Transcriptomics analysis of wild-type and zinc-sensitized cells

The use of genetically zinc-sensitized strains of *Drosophila* has helped uncover mechanisms of zinc homeostasis *in vivo* (Lye *et al.* 2012, 2013). We reasoned that production of mutant cell lines lacking activity of the zinc exporter *ZnT63C* would similarly result in cultured cells genetically sensitized to zinc supplementation and allow for detection of zinc-related genes. Such an approach would allow us to capitalize on the advantages of performing transcriptomics studies in a relatively homogenous cultured cell line, allowing for robust detection of down- or upregulated genes, as well as minimize the need to treat cells with high-ionic strength solutions. We used a CRISPR-Cas9 strategy to target *ZnT63C*, which encodes a zinc efflux protein, and also targeted *IA-2*, which encodes the *Drosophila* ortholog of human PTPRN/IA2, which, like the human zinc transporter ZNT8, is a common autoantigen in type 1 diabetes (Arvan *et al.* 2012). Following transfection of CRISPR reagents, single-cell isolation, and identification of candidate knockout cell lines (see *Materials and Methods*), we confirmed by Sanger sequencing the presence of frameshift mutations in all copies of the genes in clonal cell lines. We will refer to the cell lines hereafter as *ZnT63-KO* and *IA2-KO*.

We next treated wild-type S2R+, *IA2-KO*, or *ZnT63-KO* cells with mild zinc or manganese chloride supplementation, and isolated RNA from the samples for next-generation transcriptome sequencing (RNAseq). 

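S2R+ is a cultured cell line of Drosophila, and the IA2-KO and ZnT63C-KO lines are S2R+ cells in which the named gene was disrupted by CRISPR. Poly-A RNA was sequenced from 18 samples, 2 replicates for each of 9 combinations of 3 genotypes with no metal, 1 mM ZnCl2 or 1 mM MnCl2 for 24 hr. The authors aligned the reads with TopHat and quantified genes with Cufflinks on release 5 of the fly annotation. They deposited FPKM values for 14146 rows per sample, without read counts. The number of fragments behind each sample was estimated here from the confidence intervals that Cufflinks gives with the FPKM values. In the WT samples, the estimates for replicates 1 and 2 were 16.74 and 15.53 M fragments untreated, 18.5 and 15.39 M with ZnCl2, and 14.28 and 12.26 M with MnCl2. In the IA2-KO samples, the estimates for replicates 1 and 2 were 16.87 and 17.6 M fragments untreated, 12.45 and 16.78 M with ZnCl2, and 14.03 and 13.13 M with MnCl2. In the ZnT63C-KO samples, the estimates for replicates 1 and 2 were 8 and 14 M fragments untreated, 13.41 and 12.24 M with ZnCl2, and 11.78 and 14.08 M with MnCl2 (conditions as deposited). The paper states 17 to 27 M mapped reads per sample, and the values here use the FPKM as deposited. Each replicate value below 1 was set to 1, and a gene was counted as down or up when all 4 ratios of a treated to an untreated replicate were below 0.5 or above 2, the rule found in Files S2 and S3 before the processed files were opened. The methods text averages the replicates first and also applies its cutoff to all replicates. The ratio of the replicate averages, without that demand, was taken as an alternative. Fold changes with standard errors and adjusted p-values came from limma on log2(FPKM + 1) over 8463 rows, a scale that understates the changes of genes with low FPKM.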

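The labels deposited with the samples and the column names of File S3 gave different names to 16 of the 18 samples. For each sample, all 60 File S3 genes that could be compared had FPKM values equal to those of 1 File S3 column, and at most 3 genes matched any other column. Only the untreated WT samples had the same name in both sources. The samples deposited as ZnCl2 carried the values that File S3 lists as MnCl2 and the reverse, and the samples deposited as IA2-KO carried the values listed as ZnT63C-KO and the reverse. The files alone do not show which source has the names exchanged. The paper's qPCR in WT cells reports MtnA and rdog up and foi down with ZnCl2. Their mean FPKM was 73.88, 31.72 and 108.18 in untreated WT cells. It was 512.19, 59.06 and 25.73 in WT samples that File S3 names ZnCl2. In those deposited as ZnCl2 it was 93.48, 42.9 and 79.36, smaller changes in the same directions. For the metals in WT cells this favours the names of File S3 without settling them. The knockout lines were not in that qPCR. In cells deposited as ZnT63C-KO, mean MtnA was 93.08 FPKM untreated, 102.05 deposited as ZnCl2 and 1377.42 deposited as MnCl2. In those deposited as IA2-KO it was 210.94, 222.41 and 16593.35. In the same order, rdog had 28.75, 41.78 and 65.98, then 30.15, 32.68 and 348.12. For foi the means were 94.51, 84.15 and 23.22, then 45.09, 42.26 and 35.71. These values argue against the deposited metal names in these lines too, without settling them. Which line is which stays open. Values are therefore given under the deposited labels, which were fixed before the files were opened, and then under the names of File S3, an alternative chosen after seeing the files. Across genes, which are not independent replicates, Pearson's r between replicates was 0.9613 to 0.9883. The replicates deposited as untreated ZnT63C-KO (untreated IA2-KO in File S3) differed by more than 1 on the log2 scale in 546 genes, against 87 to 343 genes in the other conditions. Samples with the same replicate number did not deviate together on average (mean correlation of -0.015 over 36 pairs of conditions, from -0.481 to 0.335). Single pairs of conditions may still share a batch. This pairing, which is taken from the labels, was left out of the main fit. With the replicate number as a block, limma gave 1086 genes that differed between untreated ZnT63C-KO and untreated WT cells as deposited, against 1091 without it.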

In total, we performed RNAseq analysis on two replicates each of nine combinations of genetic and treatment conditions: wild-type, *IA2-KO*, or *ZnT63C-KO* cells under control, mild zinc supplementation (1 mM ZnCl_2_), or mild manganese supplementation conditions (1 mM MnCl_2_). Following sequencing, we obtained analyzed FPKM values and used these as the data set for all subsequent analyses. 

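By the deposited labels, the numbers of genes past the cutoff with ZnCl2 were 31 down and 38 up in WT cells, 77 down and 27 up in IA2-KO cells and 38 down and 34 up in ZnT63C-KO cells. With MnCl2, the numbers of genes were 336 down and 127 up in WT cells, 1028 down and 880 up in IA2-KO cells and 72 down and 146 up in ZnT63C-KO cells. With the samples named as in File S3, the numbers with ZnCl2 were 336 down and 127 up in WT cells, 72 down and 146 up in IA2-KO cells and 1028 down and 880 up in ZnT63C-KO cells. With MnCl2 they were then 31 down and 38 up in WT cells, 38 down and 34 up in IA2-KO cells and 77 down and 27 up in ZnT63C-KO cells. Cufflinks sets the FPKM to 0 where a locus holds too many fragments (status HIDATA), and 12 of the 336 genes, 7 of the 38 and 7 of the 72 down genes carried this status in the treated samples. Without replicate 2 of the untreated cells deposited as ZnT63C-KO, the 34 up genes in ZnT63C-KO cells deposited as ZnCl2 rose to 640, the largest change in proportion among the alternatives set before the files were opened.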

The number of down- or upregulated genes for mild zinc and manganese chloride supplementation conditions, relative to values for untreated cells of the same genotype, is summarized in Table 4. We observed a larger overall transcriptional response in *ZnT63C-KO* cells treated with ZnCl_2_ than in the other genotypes and conditions (*i.e.*, a larger total number of genes with significant log_2_ values as compared to the control and a large fold-change among the top hits), consistent with the idea that *ZnT63C-KO* are more sensitive to zinc supplementation than wild-type S2R+ cells. 

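The samples with the most genes past the cutoff were deposited as MnCl2-treated IA2-KO cells and are named ZnCl2-treated ZnT63C-KO cells in File S3. The numbers of genes were 1028 down and 880 up, with median sizes of the log2 ratio of 1.532 and 1.859 and a largest log2 ratio of 9.47 (MtnD). By limma, 1288 genes were down and 1017 up. Cells deposited as ZnCl2-treated ZnT63C-KO had 38 down and 34 up by the cutoff, and 46 down and 41 up by limma. The difference from the response of WT cells to the same metal was itself tested by an interaction term, and it passed the thresholds for 2191 genes in the samples with the largest response. It also passed them for 1957 genes in the other knockout line with the same metal (deposited as MnCl2-treated ZnT63C-KO, ZnCl2-treated IA2-KO in File S3), where 72 down and 146 up were past the cutoff. Both interaction counts are the same under both namings. Scaling the samples by median ratios lowered the 1028 down genes to 577 and raised the 880 up genes to 1158. The paper lists more genes and larger changes for zinc-treated ZnT63C-KO cells. It regards this as compatible with a higher sensitivity of these cells to zinc.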

File S2 includes a list of the genes the data suggest are down- or upregulated in each genotype and condition. File S3 displays the read counts for each replicate for genes listed in Figure 2 or discussed. How to access the RNAseq data is outlined in the *Data availability* section of the *Materials and Methods*.

As summarized in Table 4, we identified >1800 putative zinc-responsive genes. 

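Over the 3 genotypes, 200 rows were past the cutoff in at least 1 sample set deposited as ZnCl2, and 2235 rows in at least 1 set deposited as MnCl2. Under the names of File S3 these numbers change places, with 2235 rows for ZnCl2, of which 1262 were down and 998 up in at least 1 genotype.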

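In the samples deposited as ZnCl2, 18 genes were down and 15 up in at least 2 genotypes, and 2 were down (Cip4, Idgf1) and 6 up in all 3. In the samples that File S3 names ZnCl2, 168 genes were down and 136 up in at least 2 genotypes. There, 6 were down in all 3 genotypes (CG14523, CG15209, CG9009, CecC, Mmp2, fat-spondin) and 19 were up. Requiring only the ratio of the replicate averages to pass raised the genes down in all 3 genotypes deposited as ZnCl2 from 2 to 15. The paper takes this sharing between genotypes as one sign that sensitizing the cells identified zinc-responsive genes.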

Several indicators suggest that the strategy of genetically sensitizing cells to zinc supplementation was successful in identifying high-confidence zinc-responsive genes, including the observation that several genes were down- or upregulated in two or more zinc-supplemented S2R+, *IA2-KO*, and/or *ZnT63C-KO* genotypes (Figure 2). 

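MtnA (release 5, chromosome 3R, 5609487 to 5610093) had an FPKM of 73.88 ± 9.83 (SD, n = 2) in untreated WT cells. It was 93.48 ± 20.07 in WT cells deposited as ZnCl2 and 512.19 ± 19.97 in those deposited as MnCl2, which File S3 names ZnCl2. The log2 fold changes from limma were 0.325 (standard error 0.228, adjusted p = 0.58) and 2.783 (standard error 0.228, adjusted p = 4e-05). In the cells deposited as MnCl2-treated IA2-KO (ZnCl2-treated ZnT63C-KO in File S3) MtnA reached 16593.35 ± 1080.25, with a log2 fold change of 6.295 (adjusted p = 2e-09), and with each replicate left out in turn this stayed between 6.171 and 6.418. MtnB (chromosome 3R, 16328960 to 16329321) had an FPKM of 0 in all untreated samples and all samples deposited as ZnCl2, and of 488.73 ± 123.18 in the same cells. Hsp22 rose there by 6.126 and Hsp26 by 5.58 on the log2 scale. In the cells deposited as ZnCl2-treated ZnT63C-KO, the log2 fold change was 0.664 (adjusted p = 0.19) for Hsp22 and 0.007 (adjusted p = 1) for Hsp26. Hsp70Aa and Hsp70Bbb are on more than 1 row of the files and belong to a family of similar genes, so their values are uncertain.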

Not surprisingly, the set of zinc-responsive genes includes metallothioneins, which act as metal chelators, as well as a number of heat-shock proteins (Figure 2B and Table S1). Interestingly, at least for some genes, the level of upregulation induced by zinc in *IA2-KO* cells was intermediate as compared with wild-type and *ZnT63C-KO* zinc-treated cells (File S2 and Table S1). 

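Of the 6 genes up in all 3 genotypes in the samples deposited as ZnCl2, 3 had a log2 ratio in IA2-KO cells between those in WT and ZnT63C-KO cells. Of the 19 such genes in the samples that File S3 names ZnCl2, 12 did. Among these, the log2 of the mean ratio of MtnA was 2.806 in WT, 3.947 in IA2-KO and 6.308 in ZnT63C-KO cells, and that of Hsp26 was 1.472, 2.808 and 5.599. The order did not hold for the remaining genes, such as CG1894 with log2 ratios of 2.206, 1.152 and 1.829. The untreated pair that File S3 names IA2-KO, which enters these ratios, is the one whose replicates differed in 546 genes. With the ratio of the replicate averages, the number as deposited was 6, of 13 genes then up in all 3 genotypes. Whether single genes differed between the lines by more than the replicate spread was not tested for this order.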

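In the samples that File S3 names MnCl2, the numbers of genes were 31 down and 38 up in WT cells, 38 down and 34 up in IA2-KO cells and 77 down and 27 up in ZnT63C-KO cells. By limma's interaction test, the effect of that metal differed from its effect in WT cells for 5 genes in ZnT63C-KO and 10 genes in IA2-KO cells. Under the deposited labels these are the ZnCl2 samples, and MnCl2 gave 1028 down and 880 up in IA2-KO cells and 72 down and 146 up in ZnT63C-KO cells, with an effect that differed from that in WT cells for 2191 and 1957 genes. Leaving out rows with the status HIDATA lowered the 10 genes to 0, an alternative chosen after seeing the data. These comparisons are with untreated cells of the same genotype. The paper regards its smaller numbers for MnCl2 as compatible with loss of ZnT63C sensitizing cells to zinc and not to manganese.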

As compared with zinc, supplementation with low levels of MnCl_2_ of any genotype resulted in a small number of genes showing significant down- or upregulation as compared to wild-type untreated cells (Figure 3, File S2, and Table 4), consistent with the idea that knockout of *ZnT63C* sensitizes cells to zinc but not manganese. 

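The lists for ZnCl2 and MnCl2, each over all 3 genotypes, had 121 rows in common out of 2314 rows past the cutoff for either metal. This number is the same under both namings, because the metals change places together. In the same direction, 65 rows were down and 48 up for both metals. Of the down rows, 7 carried the status HIDATA. From such shared genes, the paper proposes that they respond to chloride or more generally.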

However, despite the smaller numbers, some genes are in common between the zinc and manganese data sets (Figure 2 and File S2), suggesting that these genes might be chloride-responsive or general factors. The knockout cell production method that we used includes a single-cell cloning step. Single-cell cloning alone could, in principle, result in changes that affect the transcriptional profile. For this reason, we consider the highest confidence zinc-responsive genes to be those found in all three zinc-treated genotypes. 

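The 19 genes up in all 3 genotypes in the samples that File S3 names ZnCl2 were CG10514, CG13565, CG15332, CG18190, CG18313, CG1894, CG5194, Ggamma30A, GstD5, Hsp22, Hsp26, Hsp70Aa, Hsp70Bbb, Ir60b, MtnA, MtnB, RpS19b, stv, vn. In the samples deposited as ZnCl2, the 6 genes up in all 3 genotypes were CG10581, CG14164, CG15330, CG34330, CG5194, RpS19b. CG5194 and RpS19b were in both lists. The ratio of the replicate averages in place of all 4 ratios raised the 6 genes to 13.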

These are listed in Figure 2.

**Figure 3:**
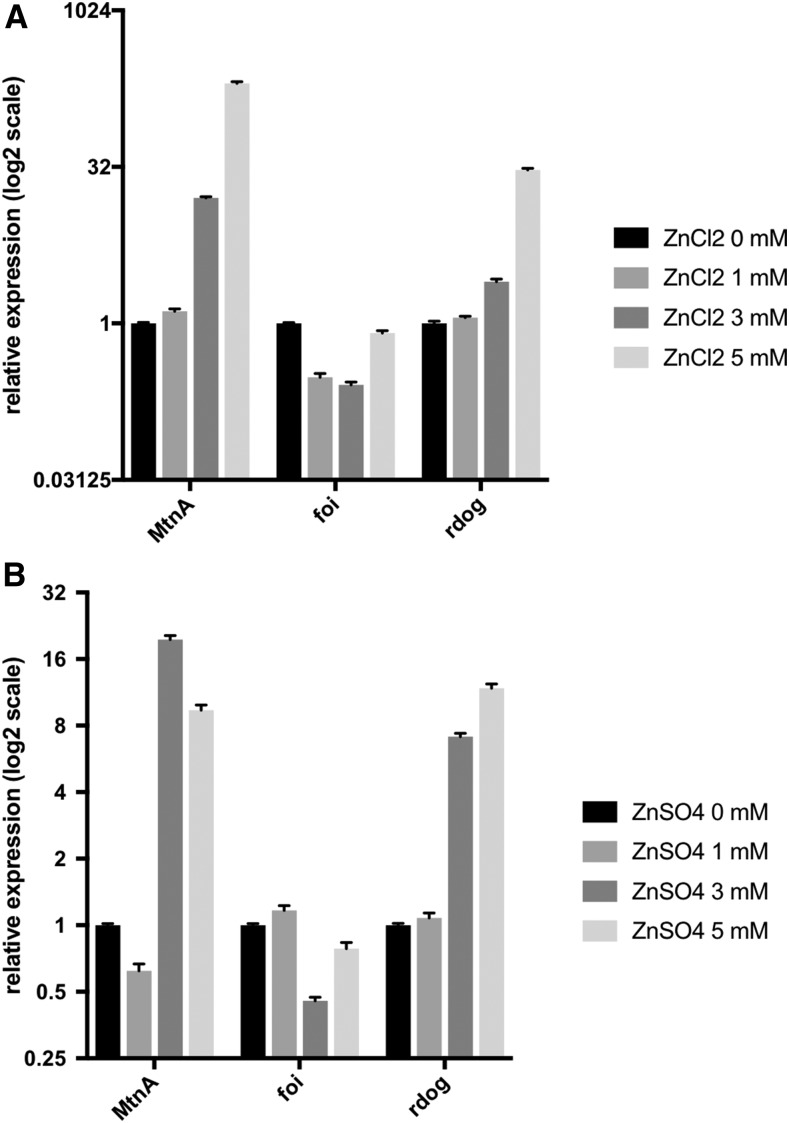
The ABCC-family transporter *rdog* is upregulated in *Drosophila* S2R+ cells in response to zinc treatment. (A) Quantitative polymerase chain reaction (qPCR) analysis of control and *rdog* transcript levels in S2R+ cells supplemented with ZnCl_2_ to a final concentration of 0, 1, 3, or 5 mM. The analyzed data are shown on a log_2_ scale. RNA levels from metal treatment samples were normalized to the 0 mM control (see *Materials and Methods*). Error bars indicate SEM. (B) qPCR analysis of control and *rdog* transcript levels in S2R+ cells supplemented with ZnSO_4_ to a final concentration of 0, 1, 3, or 5 mM. The analyzed data are shown on a log_2_ scale. Consistent with a response to zinc, *rdog* transcript levels are upregulated in response to zinc sulfate supplementation. RNA levels from metal treatment samples were normalized to the 0 mM control (see *Materials and Methods*). Error bars indicate SEM.

### Enrichment analysis of transcriptomics data from zinc-treated cells

As we did with the RNAi screen data, we performed enrichment analysis of the transcriptomics data to detect GO terms, molecular pathways, or protein complexes that were significantly enriched in these data sets (File S2). Enrichment among genes downregulated in response to ZnCl_2_ supplementation includes processes or protein complexes related to ribosomes (*e.g.*, Reactome “translation,” p-value 6.88 × 10^−15^ in zinc-treated wild-type cells), and pathways or cellular components of respiratory electron transport. 

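The files hold 85 rows with a symbol starting RpL or RpS (ribosomal proteins). In WT cells deposited as ZnCl2, 0 of the 82 expressed ones were down. In WT cells deposited as MnCl2, which File S3 names ZnCl2, 31 of 81 were down, against 305 of 7790 other genes. The odds ratio was 15.22 (Fisher's exact test, p = 2.98e-22). This test, here and below, treats genes as independent, so its p does not measure the spread between replicates. In the knockout cells deposited as ZnCl2, 0 of 83 were down in IA2-KO and 0 of 82 in ZnT63C-KO cells. In those that File S3 names ZnCl2, 0 of 82 were down in IA2-KO cells, with a median log2 ratio of 1.096. With the other metal, against the same untreated pair, the median was 0.78. The replicates of that pair differed in 546 genes, so the rise need not come from the metal. In the ZnT63C-KO cells that File S3 names ZnCl2, 14 of 83 were down (odds ratio 1.42, Fisher's exact test, p = 0.242). All 34 genes that File S2 lists for Reactome translation were down in the WT cells that File S3 names ZnCl2, with log2 ratios between -3.512 and -1.286, and had log2 ratios between -0.232 and 0.677 in WT cells deposited as ZnCl2. These genes come from the paper's own list of down genes and are not a separate test. Of the 22 genes listed for respiratory electron transport and ATP synthesis, 6 were found by symbol, with a median log2 ratio of -1.344 under the names of File S3 and -0.283 under the deposited labels. Without replicate 1 of the WT cells deposited as ZnCl2, 4 ribosomal protein genes were down.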

Enrichment among genes upregulated in response to ZnCl_2_ supplementation includes processes or complexes involving heat-shock proteins and *starvin* (*stv)*, an ortholog of the human “BCL2-associated athanogene 3” or BAG3 gene. 

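For stv (chromosome 3L, 13470653 to 13476621), the FPKM was 1.2 ± 0.16 (SD, n = 2) in untreated WT cells, 1.04 ± 0.06 in WT cells deposited as ZnCl2 and 5.37 ± 0.33 in WT cells deposited as MnCl2. The last are ZnCl2-treated in File S3, with a log2 fold change from limma of 1.536 (standard error 0.254, adjusted p = 0.0025). In the cells that File S3 names ZnCl2-treated ZnT63C-KO it was 3.351 (adjusted p = 4.6e-07). Of the expressed genes with a symbol starting Hsp, 13 of 16 were up in those cells (Fisher's exact test, p = 9.84e-11), and 4 of 15 in the WT cells that File S3 names ZnCl2 (p = 7.69e-05 by the same exact test). The number was 0 in every genotype deposited as ZnCl2.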

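COX4L, which the files list as CG10396 (chromosome 2R, 1241499 to 1242230), had an FPKM of 3.49 ± 0.88 (SD, n = 2) in untreated WT cells, 5.99 ± 1.41 in WT cells deposited as ZnCl2 and 11.88 ± 2.48 in those that File S3 names ZnCl2. Its log2 fold changes by limma were 0.637 (standard error 0.221, adjusted p = 0.18) and 1.52 (standard error 0.221, adjusted p = 0.0013). COX7AL, listed as CG18193 (chromosome 3R, 4169402 to 4170032), changed by 0.83 (adjusted p = 0.2) and 1.354 (adjusted p = 0.007), and CG42376 (chromosome X, 148931 to 152446) by 0.75 (adjusted p = 0.14) and 1.351 (adjusted p = 0.0033). Among the WT samples, these genes were past the cutoff only in those that File S3 names ZnCl2. Leaving out single replicates moved the second value of CG42376 between 1.081 and 1.622.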

Significant enrichment was also seen in zinc-treated wild-type cells for the GO molecular function heme-copper terminal oxidase activity; 3 of the 21 genes in this group that result in enrichment are *COX4L* and *COX7AL*, which encode subunits of cytochrome c oxidase, and *CG42376*, which encodes an ortholog of human “cytochrome c oxidase assembly factor 6” or COA6. For zinc-treated *ZnT63C-KO* cells, upregulated genes are also enriched for GSH-related activities (*e.g.*, KEGG “glutathione metabolism,” p-value 3.62 × 10^−9^ in *ZnT63-KO* cells). 

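Of the 17 expressed genes with a symbol starting Gst in the cells deposited as ZnCl2-treated ZnT63C-KO, 1 was up (Fisher's exact test, p = 0.0707). In the cells that File S3 gives that name, deposited as MnCl2-treated IA2-KO, 15 of 19 were up, against 865 of 8158 other genes (odds ratio 31.62, Fisher's exact test, p = 6.89e-12). The median log2 ratio over the Gst genes was 0.422 in the first and 2.659 in the second. The membership of the KEGG set is not in the files analysed here. Without replicate 2 of the untreated cells deposited as ZnT63C-KO, 4 Gst genes were up under the deposited labels.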

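The files hold 10 GstD genes. In the cells deposited as ZnCl2-treated ZnT63C-KO, 0 of them were up, and 9 were up in the cells that File S3 gives that name. There, GstD5 (chromosome 3R, 8201486 to 8202136) rose to 1032.91 ± 219.66 FPKM (SD, n = 2) from 27.63 ± 4.12, a log2 fold change of 5.166 (adjusted p = 1.7e-09) by limma. GstD9 had the smallest log2 fold change of the GstD genes listed in File S3, 1.48 (adjusted p = 0.00018). The GstD genes are a family of similar genes, so values of single members are uncertain where reads were shared. Gclc (chromosome X, 7996613 to 8010177) had 478.66 ± 27.74 FPKM against 57.58 ± 1.63 in untreated cells, a log2 fold change of 3.033 (standard error 0.088, adjusted p = 8e-10). In the cells deposited as ZnCl2-treated ZnT63C-KO it was 0.382 (standard error 0.088, adjusted p = 0.027). Without replicate 2 of the untreated cells deposited as ZnT63C-KO, 3 GstD genes were up in the latter.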

Indeed, 9 of 11 GstD subfamily genes, other GSH S-transferase genes, and *Glutamate-cysteine ligase catalytic subunit* *(Gclc)*, a rate-limiting enzyme in the GSH synthesis pathway, are upregulated in zinc-treated *ZnT63C-KO* cells.

Altogether, the transcriptomics data show that zinc stress results in upregulation of metal chelators and heat-shock proteins, and suggests that zinc stress has specific impacts on mitochondrial function that elicit compensatory transcriptional responses. Moreover, the data obtained using a zinc-sensitized genotype suggest that, under high zinc stress conditions, there is a significant need for conjugation of substrates to GSH. This is consistent with a recent report that GSH S-transferase activity is relevant to methyl mercury toxicity in *Drosophila* (Vorojeikina *et al.* 2017), and with results obtained for other species that associate metal detoxification with GSH conjugation and/or flux (Perego and Howell 1997; Penninckx 2002; Gharieb and Gadd 2004; Nagy *et al.* 2006; Franchi *et al.* 2012; Seth *et al.* 2012).

### Comparison of functional screen and transcriptomics data

We reasoned that genes encoding proteins normally involved in zinc influx would be expected to score in the up direction in the screen (higher ATP values as compared with the internal control, consistent with resistance to zinc treatment) and down in response to zinc supplementation in the transcriptomics analysis. Consistent with this, we found that the high-confidence screen hit *foi* was downregulated in zinc-treated S2R+ and zinc-treated *IA2-KO* cells as compared with untreated cells of the same genotype, and downregulated in zinc-treated *ZnT63C-KO* cells as compared with wild-type untreated cells. 

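For foi (chromosome 3L, 8518344 to 8527084), untreated WT cells had an FPKM of 108.18 ± 6.69 (SD, n = 2). Its log2 fold change in WT cells was -0.443 (adjusted p = 0.028) by limma in the samples deposited as ZnCl2 and -2.03 (adjusted p = 2.1e-07) in those that File S3 names ZnCl2, where the FPKM was 25.73 ± 1.29. In IA2-KO cells, it was -0.095 (adjusted p = 0.61) in the samples deposited as ZnCl2 and -1.979 (adjusted p = 2.2e-07) in those that File S3 names ZnCl2. Against untreated WT cells, it was -0.357 (adjusted p = 0.017) in the cells deposited as ZnCl2-treated ZnT63C-KO and -1.571 (adjusted p = 5.4e-08) in those given that name in File S3. Only the samples named as in File S3 were past the cutoff in these comparisons. The last value stayed between -1.634 and -1.509 with each replicate left out. In the line that File S3 names ZnT63C-KO, the FPKM was already 45.09 ± 1.69 untreated, against 35.71 ± 0.02 with the metal. Much of that line's difference from untreated WT cells was thus present without metal. The paper takes the fall of foi as what its reasoning about zinc influx genes predicts.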

In addition, *CG32000* was downregulated in zinc-treated *ZnT63C-KO* cells as compared with wild-type untreated cells. 

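For CG32000 (chromosome 4, 152850 to 163754), the FPKM was 42.14 ± 9.58 (SD, n = 2) in untreated WT cells, 56.0 ± 4.38 in the cells deposited as ZnCl2-treated ZnT63C-KO and 14.1 ± 2.55 in the cells that File S3 gives that name. The log2 fold changes against untreated WT cells were 0.418 (standard error 0.3, adjusted p = 0.3) and -1.507 (standard error 0.3, adjusted p = 0.00093) by limma. Leaving out each replicate in turn kept the second between -1.735 and -1.279. Against untreated cells of the same line it was -0.55 (adjusted p = 0.13).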

We also compared the data for components of the nuclear pore. 

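Nup107 (chromosome 2L, 10733293 to 10736077) had 48.48 ± 3.5 FPKM (SD, n = 2) in untreated WT cells. Its log2 fold change in WT cells was -0.301 (standard error 0.45, adjusted p = 0.84) by limma in the samples deposited as ZnCl2 and -1.631 (adjusted p = 0.015) in those that File S3 names ZnCl2. In ZnT63C-KO cells it was 0.682 (adjusted p = 0.35) as deposited and -1.703 (adjusted p = 0.0059) under the names of File S3. In IA2-KO cells, against untreated cells of that line, it was -0.04 (adjusted p = 0.98) as deposited and 0.763 (adjusted p = 0.2) under the names of File S3, neither distinguishable from the replicate error. The untreated replicates behind the last value had an FPKM of 16.77 ± 12.63, and leaving out single replicates moved it between -0.034 and 1.561.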

The low-confidence screen hit *Nup107* was downregulated in zinc-treated wild-type and zinc-treated *ZnT63C-KO* cells as compared with genotype controls, and in zinc-treated *IA2-KO* cells as compared with untreated cells of the same genotype. In addition, the high-confidence hit *Nup93-1* was downregulated in zinc-treated *ZnT63C-KO* cells as compared with the wild-type untreated control, and the additional nuclear pore component-encoding genes *Nup43*, *Nup44A*, *Nup50*, *Nup54*, and *Nup160* were downregulated in *ZnT63C-KO* cells as compared with untreated cells of the same genotype.

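Nup93-1, which the files list as CG11092 (chromosome X, 13716836 to 13719943), had a log2 fold change against untreated WT cells of -0.891 (standard error 0.18, adjusted p = 0.0055) by limma in the cells deposited as ZnCl2-treated ZnT63C-KO and of -1.525 (standard error 0.18, adjusted p = 1.6e-05) in those given that name in File S3. Against untreated cells of the same line, the cells named in File S3 had log2 fold changes of -1.354 for Nup43 (listed as CG7671), -1.645 for Nup44A, -1.176 for Nup50, -1.096 for Nup54 and -1.188 for Nup160, with limma adjusted p-values between 1.7e-06 and 0.0002, and all were past the cutoff. In the cells deposited as ZnCl2-treated ZnT63C-KO, the same genes changed by between -0.199 and 0.555 on the log2 scale. None was past the cutoff. Nup93-1 had 144.7 FPKM in untreated WT cells. In the line deposited as ZnT63C-KO it had 69.34 ± 22.86 (SD, n = 2) untreated and 77.6 ± 4.34 deposited as ZnCl2. There it was lower than in WT cells without metal and did not fall with it. The line that File S3 names ZnT63C-KO had 98.0 ± 2.54 untreated and 49.61 ± 0.98 named ZnCl2.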

We next explored the converse prediction: that genes encoding proteins protective against zinc intoxication would be expected to score in the down direction in the screen and to be upregulated in response to zinc supplementation. Despite the relatively small number of down direction hits in the zinc screen (Figure 1, File S1, and Table 1), we did find overlap between the RNAi down direction hits and zinc-responsive gene lists. The low-confidence hit *COX7AL* was significantly upregulated in zinc-treated S2R+ and zinc-treated *ZnT63C-KO* cells as compared with untreated genotype controls, and in all three as compared with untreated wild-type cells. 

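COX7AL had a log2 fold change of 0.83 (standard error 0.304, adjusted p = 0.2) by limma in WT cells deposited as ZnCl2 and of 1.354 (standard error 0.304, adjusted p = 0.007) in those that File S3 names ZnCl2. In ZnT63C-KO cells it was 0.921 (adjusted p = 0.091) as deposited and 2.616 (adjusted p = 1.5e-05) under the names of File S3, where the FPKM rose from 2.05 ± 0.12 to 18.35 ± 7.2 (SD, n = 2). Against untreated WT cells, the samples that File S3 names ZnCl2 had log2 fold changes of 1.354 in WT, 1.493 in IA2-KO and 1.961 in ZnT63C-KO cells, all past the cutoff. Those deposited as ZnCl2 had 0.83, 0.154 and 1.089, none past it. The value of 2.616 ranged from 2.228 to 3.005 with single replicates left out.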

In addition, the one high-confidence down direction RNAi screen hit, *rdog*, scored as significantly upregulated in zinc-treated *ZnT63C-KO* cells; the log_2_ values for *rdog* were 1.21 for zinc-treated *IA2-KO* cells and 3.53 for zinc-treated *ZnT63C-KO* cells as compared with genotype controls (FPKM values for each of two replicates in all genotypes and conditions are provided in File S3).

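The gene rdog is listed in the files as CG11897 (chromosome 3R, 24983847 to 24990694). Under the deposited labels, the log2 of its mean ratio with ZnCl2 was 0.119 in IA2-KO and 0.548 in ZnT63C-KO cells. Under the names of File S3 it was 1.207 and 3.532. In the latter, the FPKM was 348.12 ± 13.62 (SD, n = 2) against 30.15 ± 1.88 in untreated cells, and limma gave a log2 fold change of 3.487 (standard error 0.117, adjusted p = 1.7e-09), between 3.426 and 3.549 with each replicate left out in turn. Scaling by median ratios changed the first deposited value to 0.0477, and leaving out replicate 1 of the untreated cells deposited as ZnT63C-KO changed the second to 0.4314.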

### rdog is upregulated in response to zinc in Drosophila S2R+ cells

We further confirmed that *rdog* is upregulated in response to zinc supplementation using a graded series of ZnCl_2_ to supplement the culture media of wild-type S2R+ cells followed by qPCR, as shown in Figure 3. As expected, under ZnCl_2_-supplemented conditions, levels of the metallothionein-encoding gene *MtnA* are upregulated and levels of the zinc importer-encoding gene *foi* are downregulated. Under the same conditions, the levels of *rdog* are upregulated (Figure 3A). Based on the identification of *rdog* in the ZnCl_2_- but not the MnCl_2_-supplemented screen and transcriptomics data sets, we suspected that the effect was zinc-specific, rather than being attributable to the chloride ion. To further test this experimentally, we performed qPCR analysis on wild-type S2R+ cells supplemented with ZnSO_4_. The trends for control and *rdog* transcript levels were similar to those found for ZnCl_2_ (Figure 3B), demonstrating that *rdog* expression is upregulated by zinc in *Drosophila* S2R+ cells.

### Analysis of parallel studies using manganese chloride

As mentioned, we performed the RNAi screens and transcriptomics studies with MnCl_2_ in parallel to help distinguish zinc-specific factors from general factors, and to provide an additional metal intoxication-related data resource. For the MnCl_2_ toxicity screen, enrichment among genes conferring higher ATP levels upon knockdown is driven by the presence of multiple components of the vacuolar H+ ATP transport machinery (Figure 1B and Table 2). This suggests the possible relevance of proton transport to manganese-induced cell death or another related process. Several tetraspanin family proteins are also hits in the manganese screen. This is intriguing, as three tetraspanin family proteins were detected as coregulated by *trans*-eQTLs following feeding of flies with lead (Pb) (Ruden *et al.* 2009), suggesting the possibility of a general role for tetraspanin family proteins in detection of, or responses to, metals or metal-induced stress. Enrichment analysis of genes conferring lower ATP levels in the MnCl_2_ screen points to the relevance of mitochondria. With regards to transcriptomics analysis, we found that the results for MnCl_2_-treated samples were more useful as a comparison set for ZnCl_2_ treatment than for the detection of Mn-specific factors. Overall, the fold-change values were modest and a relatively small number of genes surpassed the cutoff values; for example, only 23 genes were downregulated and 33 upregulated in MnCl_2_-treated wild-type cells (Table 2). 

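In WT cells deposited as MnCl2, the numbers of genes were 336 down and 127 up. In the WT cells that File S3 names MnCl2 they were 31 down and 38 up, of which 8 and 5 were small RNA rows such as snoRNA, leaving 23 and 33. The median size of the log2 ratio in these was 1.607 for down and 1.531 for up genes, with the small RNA rows included. In the same samples, the ratio of the replicate averages raised the down genes to 135, and a floor of 0.1 FPKM raised the up genes to 99.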

Nevertheless, overlap between these and the zinc treatment group was observed (Figure 2, Figure 3, and File S2), suggesting that the manganese treatment group provides a useful filter for further refinement of a list of candidate zinc-related factors.

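Of the 200 rows past the cutoff in any genotype in the samples that File S3 names MnCl2 (deposited as ZnCl2), 121 were also among the 2235 rows of the other metal. The paper uses this overlap to propose the manganese samples as a filter for zinc-related factors.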

### Conclusions

The functional genomics and transcriptomics data sets described here provide a genome-scale resource for the study of zinc biology in *Drosophila*. Despite the fact that we performed the RNAi screens under high-metal supplementation conditions, we were able to identify factors known to be relevant to zinc homeostasis at physiological levels (*i.e.*, *foi* and *CG32000*). This is consistent with known overlap between metal homeostasis and detoxification genes, and suggests the validity of the approach. In addition, despite assay bias, we were able to detect one high-confidence gene, *rdog*, for which knockdown results in lower ATP values as compared with the internal control. We further found that *rdog*, an ortholog of yeast YCF1, is upregulated in genetically zinc-sensitized cells following mild zinc supplementation. Identification of *rdog* in the cell-based screen, as well as identification in the transcriptomics data of *rdog*, *Gclc*, and genes encoding GSH S-transferase family proteins (Saisawang *et al.* 2012), supports the idea that GSH is relevant to zinc detoxification in *Drosophila*. Moreover, the observation that another gene encoding ABCC family member *CG7627* was also identified as a zinc sensitivity screen hit in this work, together with the fact that a third *Drosophila* ABCC family member, *dMRP*, has previously been implicated in methylmercury toxicity (Prince *et al.* 2014), suggest a general role for ABCC-type transporters in metal detoxification in *Drosophila*. Altogether, we expect that the ‘omics data presented here will guide further research into the mechanisms underlying metal homeostasis and detoxification in *Drosophila* and other systems. For example, the data provide a focused set of candidates for *in vivo* analyses of wild-type and genetically metal-sensitized flies under normal or metal-supplemented conditions, as well as for *in vivo* analyses in fly models of human diseases such as diabetes or neurodegeneration.

## 

## Supplementary Material

Supplemental material is available online at www.g3journal.org/lookup/suppl/doi:10.1534/g3.117.300447/-/DC1.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

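Poly-A RNA of wild-type S2R+, IA2-KO and ZnT63C-KO cells, left untreated or given 1 mM ZnCl2 or 1 mM MnCl2 for 24 hr, was sequenced by the authors in 18 samples, 2 replicates for each of 9 conditions. The authors called bases with RTA, converted and trimmed the reads with bcl2fastq, mapped them with TopHat to the release 5 annotation of FlyBase and computed FPKM values (fragments per kilobase of transcript per M mapped reads) with Cufflinks at default settings. The deposited FPKM values were per sample, were not scaled further between samples and came with a confidence interval and a status for each of 14146 rows. The rows hold 13990 distinct symbols, and 249 rows share a symbol with another row. Read counts are not in the files analysed here. Coordinates are those of the files (release 5), counted from 1.

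The depth of each sample was estimated from the FPKM values and their intervals over rows of status OK, on the assumption that the width of an interval reflects counting error. The estimates ran from 8 to 18.5 M fragments per sample and entered no test. With 2 replicates against 2, the smallest p that an exact permutation test of a single gene can give is 0.333, so genes were tested only with limma, which shares the estimate of the spread across genes. Tests that need larger groups (other splits of the samples, and gaps between a sample and the rest of its group) do not apply to 2 replicates.

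A gene was counted as down or up when all 4 ratios of a treated to an untreated replicate were below 0.5 or above 2, after FPKM values below 1 were set to 1. The fold change of this rule is the mean of the 4 ratios, as in File S2. The methods text of the paper averages the replicates first and also applies its cutoff to all replicates. The ratio of the averages, without the demand on all replicates, was tried as an alternative. Fold changes with errors came from limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with trend) on log2(FPKM + 1) over the 8463 rows with a mean FPKM of at least 1 in any condition, with all 18 samples in one fit. All standard errors and adjusted p-values of single genes in the text come from limma, with Benjamini-Hochberg adjustment, and counts by limma used an adjusted p under 0.05 and a log2 fold change beyond 1 in size. Differences between genotypes in the effect of a metal were tested as interaction terms. Sets of genes taken by symbol (RpL and RpS, Gst, Hsp) were compared with all other expressed genes by Fisher's exact test. The test treats genes as independent, which genes that change together or share reads are not. Its p-values therefore do not measure the spread between replicates. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Both procedures were tested on simulated data. The limma fit found 185 of 200 changed genes among 7868 and called 3 unchanged ones. The cutoff found 100 of 100 raised and 100 of 100 lowered genes with 0 false calls. For the cutoff, the simulated changes were well past it and in well expressed genes, with smaller replicate error than in these data. That simulation therefore checks the procedure and does not measure missed or false calls here.

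Samples were grouped by their deposited labels, a mapping fixed before the processed files were opened. That mapping recorded the groups as the same in File S3, which proved wrong for 16 of the 18 samples once the FPKM values were compared. Every result was therefore also computed with the samples named as in File S3. The comparison used only equality of FPKM values, and no sample was named from the expression of any gene. The naming as in File S3, the removal of rows with the status HIDATA and the removal of small RNA rows were chosen after seeing the data. The alternatives set before were the ratio of the replicate averages, ratios within replicate number, floors of 0.1 and 5 FPKM, scaling by median ratios, each replicate left out, a pseudocount of 0.1, no filter on low values, the replicate number as a block, fits of only the groups compared, the adjusted p alone, and other definitions of an unexpressed screen hit.

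Genes named in the text were fixed by a rule set before the files were opened. They are the genes that the paper names for the RNAseq results or lists in File S3, the 10 genes with the largest change in each of the 6 comparisons among those past both the cutoff and an adjusted p of 0.05, the disrupted genes, and for each flagged contrast the 10 genes with the smallest adjusted p. Symbols were matched exactly, including capitals. Genes of File S3 that the files list under another symbol were found as the row whose FPKM values equal those of File S3 in all 18 samples. The quantitative PCR, the RNAi screens and the modENCODE data are not in the files analysed here. The sites cut by CRISPR were not located, since no genome sequence is in the files analysed here. Enrichment p-values were not recomputed, since the membership of the gene sets is not in these files either.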

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

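The deposited labels and the column names of File S3 named 16 of the 18 samples differently, which bears on every comparison between metals or genotypes. The explanation weighed was an exchange of names in one of the sources. Of the 1694 ratios of File S2 that could be computed here, 1670 were equal to the ratio under the names of File S3 and 4 to the ratio under the deposited labels. This prediction was written after the mismatch was seen. Both supplements may come from one naming, so the test shows that the sources differ and leaves open which of them has the names exchanged. No biological explanation was tested for this pattern.

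In 24 rows, the FPKM was 0 in some samples with the status HIDATA, which Cufflinks gives where a locus holds too many fragments. All 24 rows carried it in both WT replicates deposited as MnCl2, and 21 rows in both ZnT63C-KO replicates deposited as ZnCl2 and in both deposited as MnCl2. Where the untreated FPKM was high enough, these zeros were counted as down by the cutoff, and rows with such symbols are also in the lists of File S2, with 11 of 319 genes that the paper lists as down in zinc-treated wild-type cells, 7 of 26 in manganese-treated IA2-KO cells and 7 of 66 in zinc-treated IA2-KO cells. It was predicted, after the status was seen, that most genes at 0 in both treated replicates and at 5 FPKM or more in both untreated replicates carry the status. The prediction failed, since 21 of 63 did, and the other 42 were small RNA rows. These numbers are totals over 6 comparisons, so a gene such as Lasp is counted more than once. Every such zero outside the small RNA rows carried the status. A difference in depth was also weighed, again after the result was seen. The samples with many such rows had a median estimate of 12.84 M fragments (11.78 to 14.28 M, 6 samples). It was 15.53 M (8 to 18.5 M, 11 samples) in the samples with none. The estimate leaves out the rows with the status, where a locus holds too many fragments. It may therefore be too low in these samples and cannot decide on depth. In 1 other sample, replicate 2 of the WT cells deposited as ZnCl2, 4 rows carried the status. Why it falls on these samples remains open, and no biological explanation was tested.

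The effect of a metal differed between a knockout line and WT cells by limma's interaction test for 2191 genes in IA2-KO and 1957 genes in ZnT63C-KO cells deposited as MnCl2, and for 5 and 10 genes in the cells deposited as ZnCl2. Under the names of File S3, the first pair are ZnCl2-treated ZnT63C-KO and IA2-KO cells. The largest count was 2057 after scaling by median ratios. Of the 2191 genes, 12 carried the status HIDATA. A symbol on more than 1 row was found for 38 of them, which covers only part of the reads that similar genes can share. The 10 highest genes took 3.16 percentage points more of the FPKM than in the untreated group. The predictions for these causes, written before the values were computed, asked for the count to fall below 0.5 of its size, for at least 0.5 of the genes to carry the status or to share a symbol, and for at least 10 percentage points more. None of them was met. The files hold only 24 rows with the status and 249 that share a symbol. The predictions on the status and on shared symbols could therefore not be met and decide nothing. The counts of 12 and 38 show only that few of the 2191 genes were directly touched. A difference in depth was weighed after the result was seen. Without the shallowest untreated sample, 1147 genes passed in place of 1957, more than 0.5 of that number. Among the genes with the smallest adjusted p, Lasp, for and Eip63E rest on WT values set to 0 with the status HIDATA (log2 differences of 8.207, 4.975 and 4.802). For bbg (3.47), the values in WT cells deposited as MnCl2 were also set to 0 with this status. Gclc (3.063, standard error 0.125) and MtnB (6.855, standard error 0.293) do not carry it and had all 4 ratios above 2 in the IA2-KO cells deposited as MnCl2.

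Of the small counts, the 10 genes for ZnT63C-KO cells deposited as ZnCl2 fell to 0 without HIDATA rows, an alternative chosen after seeing the data. They included snoRNA:Psi18S-1377c, which does not carry that status, with a log2 difference of -4.374 (standard error 0.654, adjusted p = 0.026) in the fit with all rows. The 5 genes for IA2-KO cells deposited as ZnCl2 included sda, with a log2 difference of -1.722 (standard error 0.169). A biological explanation for the large counts is that a knockout changes the response to the metal. It remains a hypothesis. Both large counts are the same under both namings, so the naming decides only which line and which metal each belongs to. A batch shared by all samples of a line would cancel in the interaction. A batch shared by both replicates of a treated or an untreated condition would not, and it cannot be told apart from the response to the metal.

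Untreated cells of the knockout lines differed from untreated WT cells by limma in 219 genes for IA2-KO and 1091 genes for ZnT63C-KO as deposited, a comparison that the paper does not report. Esyt2 was lower in both lines, with log2 differences of -2.792 and -3.789, and CG4829 higher, with 2.602 and 3.413 (standard errors 0.129 and 0.128). Depth and batch were weighed, with predictions written before the values were computed. Replicate 1 of the cells deposited as untreated ZnT63C-KO was the shallowest sample (8 M fragments against 14 M in replicate 2). Without it the 1091 genes fell to 507, less than 0.5 of them, which is what depth as a cause would give. Without replicate 2 they rose to 1800, and with only the groups compared in the fit they fell to 35. Depth and any other property of that sample cannot be told apart. For batches, samples with the same replicate number had a mean correlation of -0.015 in their deviations, from -0.481 to 0.335 over pairs of conditions. That leaves open a batch shared by both replicates of a line, which cannot be told apart from its genotype.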

How the results depend on the processing

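Comparisons are named by the deposited labels and values are numbers of genes unless stated. The numbers of screen hits below 1 FPKM stayed within 1.5 times the main number under every alternative tried. The log2 fold change of Nup93-1 in ZnT63C-KO cells with ZnCl2 against untreated WT cells kept its sign and an adjusted p under 0.05, and went from -0.8913 to -1.5253 under the names of File S3. The choices made after seeing the data were the naming as in File S3 and the removal of HIDATA or small RNA rows, and the others were set before the files were opened. The ratio of the replicate averages gave 135 down and 84 up in WT zinc, 768 down and 397 up in WT manganese, 200 down and 67 up in IA2-KO zinc, 112 down and 142 up in ZnT63C-KO zinc, 212 down and 615 up in ZnT63C-KO manganese and 15 down in all 3 genotypes with zinc. There were also 13 up in all 3 genotypes with zinc, 19 down in all 3 genotypes with manganese, 51 up in all 3 genotypes with manganese, 6 shared zinc up genes with IA2-KO in between, 2 Gst genes up in ZnT63C-KO zinc and 1 GstD genes up in ZnT63C-KO zinc. It drops the demand that each pair of replicates passes, so genes with uneven replicates enter. The enrichment of Gst genes (p = 0.071 by Fisher's exact test) then had an exact p of 0.037, and 0.042 with a floor of 5 FPKM. With a floor of 0.1 FPKM the numbers were 85 down and 99 up in WT zinc, 241 up in WT manganese, 178 down and 51 up in IA2-KO zinc, 1332 up in IA2-KO manganese, 113 down and 89 up in ZnT63C-KO zinc and 152 down and 298 up in ZnT63C-KO manganese. There were also 5 down in all 3 genotypes with zinc, 10 up in all 3 genotypes with zinc, 15 down in all 3 genotypes with manganese and 31 up in all 3 genotypes with manganese. With a floor of 5 FPKM they were 15 down and 20 up in WT zinc, 74 up in WT manganese, 38 down in IA2-KO zinc, 23 down and 20 up in ZnT63C-KO zinc, 86 up in ZnT63C-KO manganese and 1 down in all 3 genotypes with zinc. There were also 7 up in all 3 genotypes with manganese, 1 shared zinc up genes with IA2-KO in between and 1 Gst genes up in ZnT63C-KO zinc. The floor sets how far genes near the limit of detection can move, so the depth of the data limits the counts that rest on such genes.

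The pairing by replicate number, taken from the labels, was not seen on average in the data (mean correlation of -0.015 between samples of the same number). The correlation ranged from -0.481 to 0.335 over pairs of conditions. With 2 replicates, the mean of 0.015 between samples of different numbers mirrors the first and is no separate comparison. Ratios only within a replicate number gave 52 up in ZnT63C-KO zinc. With the replicate block in the limma fit there were 1086 genes for untreated ZnT63C-KO against WT, 214 for untreated IA2-KO against WT, 1923 for the manganese interaction in ZnT63C-KO and 2172 in IA2-KO.

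In limma, a pseudocount of 0.1 gave 35 down and 49 up by limma in WT zinc, 160 down and 23 up by limma in IA2-KO zinc, 62 up by limma in ZnT63C-KO zinc, 188 down by limma in ZnT63C-KO manganese and 377 differing between untreated IA2-KO and WT. A smaller pseudocount enlarges the changes of genes with low FPKM. Fits of only the groups compared gave 3 down and 5 up by limma in WT zinc, 349 down by limma in WT manganese, 30 up by limma in IA2-KO zinc, 11 down and 3 up by limma in ZnT63C-KO zinc, 10 down and 5 up by limma in ZnT63C-KO manganese and 35 differing between untreated ZnT63C-KO and WT. There were also 1283 with a manganese interaction in ZnT63C-KO. They estimate the spread from fewer samples. Some counts fell and others rose, such as from 14 to 30 up genes in IA2-KO zinc, and the cause was not tested. The adjusted p alone, without a limit on the size of the change, gave 113 down and 119 up by limma in WT zinc, 1930 down and 1951 up by limma in WT manganese, 483 down and 171 up by limma in IA2-KO zinc, 3346 down and 1993 up by limma in IA2-KO manganese, 256 down and 302 up by limma in ZnT63C-KO zinc and 1108 down and 1801 up by limma in ZnT63C-KO manganese. There were also 1024 differing between untreated IA2-KO and WT, 4198 with a manganese interaction in IA2-KO, 4254 differing between untreated ZnT63C-KO and WT and 4202 with a manganese interaction in ZnT63C-KO. Scaling by median ratios gave 577 down in IA2-KO manganese, 748 down by limma in IA2-KO manganese and 170 down by limma in ZnT63C-KO manganese. The up genes in IA2-KO manganese rose from 880 to 1158, and from 1017 to 1358 by limma. It removes a shift common to most genes of a sample. Without HIDATA rows there were 0 with a zinc interaction in ZnT63C-KO. These rows have their FPKM set to 0 in some samples.

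With the samples named as in File S3 the numbers were 336 down and 127 up in WT zinc, 31 down and 38 up in WT manganese, 146 up in IA2-KO zinc, 38 down and 34 up in IA2-KO manganese, 1028 down and 880 up in ZnT63C-KO zinc and 27 up in ZnT63C-KO manganese. There were also 6 down in all 3 genotypes with zinc, 19 up in all 3 genotypes with zinc, 2 down in all 3 genotypes with manganese, 6 up in all 3 genotypes with manganese, 12 shared zinc up genes with IA2-KO in between and 31 ribosomal protein genes down in WT zinc. There were also 15 Gst genes up in ZnT63C-KO zinc, 9 GstD genes up in ZnT63C-KO zinc, 636 down and 286 up by limma in WT zinc, 21 down and 32 up by limma in WT manganese, 454 up by limma in IA2-KO zinc and 46 down and 41 up by limma in IA2-KO manganese. There were also 1288 down and 1017 up by limma in ZnT63C-KO zinc, 14 up by limma in ZnT63C-KO manganese, 1091 differing between untreated IA2-KO and WT, 1957 with a zinc interaction in IA2-KO, 10 with a manganese interaction in IA2-KO and 219 differing between untreated ZnT63C-KO and WT. There were also 2191 with a zinc interaction in ZnT63C-KO and 5 with a manganese interaction in ZnT63C-KO. The log2 fold change changed sign to -1.507 for CG32000, ZnT63C-KO ZnCl2 vs WT untreated, 0.7633 for Nup107, IA2-KO ZnCl2, -1.7028 for Nup107, ZnT63C-KO ZnCl2. Each comparison then draws on other samples. Without HIDATA rows under these names they were 324 down and 127 up in WT zinc, 31 down and 38 up in WT manganese, 146 up in IA2-KO zinc, 31 down and 34 up in IA2-KO manganese, 1027 down and 878 up in ZnT63C-KO zinc and 27 up in ZnT63C-KO manganese. There were also 6 down in all 3 genotypes with zinc, 19 up in all 3 genotypes with zinc, 2 down in all 3 genotypes with manganese, 6 up in all 3 genotypes with manganese, 12 shared zinc up genes with IA2-KO in between and 31 ribosomal protein genes down in WT zinc. There were also 15 Gst genes up in ZnT63C-KO zinc and 9 GstD genes up in ZnT63C-KO zinc. Without small RNA rows under these names they were 328 down and 122 up in WT zinc, 23 down and 33 up in WT manganese, 141 up in IA2-KO zinc, 26 down and 30 up in IA2-KO manganese, 1009 down and 869 up in ZnT63C-KO zinc and 16 up in ZnT63C-KO manganese. There were also 6 down in all 3 genotypes with zinc, 19 up in all 3 genotypes with zinc, 2 down in all 3 genotypes with manganese, 6 up in all 3 genotypes with manganese, 12 shared zinc up genes with IA2-KO in between and 31 ribosomal protein genes down in WT zinc. There were also 15 Gst genes up in ZnT63C-KO zinc and 9 GstD genes up in ZnT63C-KO zinc.

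Across the fits that each left out one replicate, the numbers of genes ranged from 49 to 117 (down in WT zinc), 52 to 74 (up in WT zinc), 156 to 485 (up in WT manganese), 0 to 4 (ribosomal protein genes down in WT zinc), 2 to 5 (down in all 3 genotypes with zinc), 362 to 1051 (down in WT manganese) and 19 to 31 (up in all 3 genotypes with manganese). Further ranges were 58 to 133 (down in ZnT63C-KO zinc), 57 to 640 (up in ZnT63C-KO zinc), 108 to 258 (down in ZnT63C-KO manganese), 6 to 11 (down in all 3 genotypes with manganese), 193 to 1065 (up in ZnT63C-KO manganese), 1 to 4 (Gst genes up in ZnT63C-KO zinc) and 0 to 3 (GstD genes up in ZnT63C-KO zinc). Further ranges were 3 to 5 (shared zinc up genes with IA2-KO in between), 106 to 280 (down in IA2-KO zinc), 45 to 53 (up in IA2-KO zinc), 30 to 202 (down by limma in IA2-KO zinc), 3 to 20 (with a zinc interaction in IA2-KO), 115 to 997 (down by limma in WT manganese) and 100 to 507 (up by limma in WT manganese). Further ranges were 1110 to 2698 (with a manganese interaction in ZnT63C-KO), 7 to 19 (with a zinc interaction in ZnT63C-KO), 14 to 33 (down by limma in WT zinc), 172 to 993 (up by limma in ZnT63C-KO manganese), 25 to 537 (up by limma in ZnT63C-KO zinc), 30 to 94 (down by limma in ZnT63C-KO zinc) and 507 to 1800 (differing between untreated ZnT63C-KO and WT). Further ranges were 95 to 242 (down by limma in ZnT63C-KO manganese). The log2 fold changes near 0 changed sign and ranged from -0.0423 to 0.204 (MtnA, IA2-KO ZnCl2), -0.1366 to 0.4436 (MtnA, ZnT63C-KO ZnCl2), -0.2072 to 0.0166 (foi, IA2-KO ZnCl2), -0.6421 to 0.0397 (Nup107, WT ZnCl2), -0.1431 to 0.063 (Nup107, IA2-KO ZnCl2), -0.1151 to 1.4795 (Nup107, ZnT63C-KO ZnCl2). Without replicate 1 of WT ZnCl2, 4 ribosomal protein genes were down. With 1 replicate left, the demand that all ratios pass is met by more genes.

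Among single genes, 15 rows became weaker, 11 stronger, 6 moved and 10 changed sign. The fit of only the groups compared gave no value for MtnB, ZnT63C-KO ZnCl2.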

Differences from the paper's values

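In this section, a value said to close a gap or to be within the paper's value lay within 1.5 times that value in either direction. It need not equal the paper's value. In IA2-KO cells with MnCl2, 1028 genes were down, against the paper's 26. None of the alternatives set before the files were opened closed the gap. Alternatives chosen after seeing the values gave 38 with the names of File S3, 31 with these names without HIDATA rows and 26 with these names without small RNA rows. In IA2-KO cells with MnCl2, 880 genes were up, against the paper's 26. The gap stayed under all alternatives set before. With settings chosen after seeing the values the gap closed, at 34 with the names of File S3, 34 with these names without HIDATA rows and 30 with these names without small RNA rows. In WT cells with MnCl2, 336 genes were down, against the paper's 23. No alternative set beforehand reached it. It was within the paper's value in settings chosen after seeing the values, at 31 with the names of File S3, 31 with these names without HIDATA rows and 23 with these names without small RNA rows. In WT cells with MnCl2, 127 genes were up, against the paper's 33. None of the alternatives set before the files were opened closed the gap. Alternatives chosen after seeing the values gave 38 with the names of File S3, 38 with these names without HIDATA rows and 33 with these names without small RNA rows. In ZnT63C-KO cells with MnCl2, 146 genes were up, against the paper's 16. The gap stayed under all alternatives set before. With settings chosen after seeing the values the gap closed, at 16 with the names of File S3 without small RNA rows.

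In IA2-KO cells with ZnCl2, 27 genes were up, against the paper's 128. No alternative set beforehand reached it. It was within the paper's value in settings chosen after seeing the values, at 146 with the names of File S3, 146 with these names without HIDATA rows and 141 with these names without small RNA rows. In WT cells with ZnCl2, 31 genes were down, against the paper's 319. None of the alternatives set before the files were opened closed the gap. Alternatives chosen after seeing the values gave 336 with the names of File S3, 324 with these names without HIDATA rows and 328 with these names without small RNA rows. In WT cells with ZnCl2, 38 genes were up, against the paper's 121. Of the alternatives set before the files were opened, the ratio of the replicate averages (84) and a floor of 0.1 FPKM (99) closed the gap and the others did not. With settings chosen after seeing the values the gap closed, at 127 with the names of File S3, 127 with these names without HIDATA rows and 122 with these names without small RNA rows. In ZnT63C-KO cells with ZnCl2, 38 genes were down, against the paper's 998. No alternative set beforehand reached it. It was within the paper's value in settings chosen after seeing the values, at 1028 with the names of File S3, 1027 with these names without HIDATA rows and 1009 with these names without small RNA rows. In ZnT63C-KO cells with ZnCl2, 34 genes were up, against the paper's 835. Of the alternatives set before the files were opened, leaving out replicate 2 of ZnT63C-KO untreated closed the gap and the others did not. That alternative leaves the shallowest sample as the only control. Only the numbers of genes are compared here, so it does not show that the same genes were found. Alternatives chosen after seeing the values gave 880 with the names of File S3, 878 with these names without HIDATA rows and 869 with these names without small RNA rows.

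The number of GstD genes up in ZnT63C-KO cells with ZnCl2 was 0, against the paper's 9. The gap stayed under all alternatives set before. With settings chosen after seeing the values the gap closed, at 9 with the names of File S3, whether or not HIDATA or small RNA rows were left out. The log2 ratio of rdog in IA2-KO cells with ZnCl2 was 0.1193, against the paper's 1.21. No alternative set beforehand reached it. It was within the paper's value in settings chosen after seeing the values, at 1.2069 with the names of File S3, whether or not HIDATA or small RNA rows were left out. The log2 ratio of rdog in ZnT63C-KO cells with ZnCl2 was 0.5477, against the paper's 3.53. None of the alternatives set before the files were opened closed the gap. Alternatives chosen after seeing the values gave 3.5322 with the names of File S3, whether or not HIDATA or small RNA rows were left out. The lowest estimate of fragments per sample was 8 M, against the paper's 17 M mapped reads. No alternative was run for this estimate.

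With ZnCl2, 2 genes were down in all 3 genotypes, against the paper's count of about 6 in Figure 2A, read by eye. Of the alternatives set before the files were opened, a floor of 0.1 FPKM (5), leaving out replicate 2 of WT ZnCl2 (4) and leaving out replicate 1 of ZnT63C-KO untreated (5) closed the gap and the others did not. It was within the paper's value in settings chosen after seeing the values, at 6 with the names of File S3, whether or not HIDATA or small RNA rows were left out. With ZnCl2, 6 genes were up in all 3 genotypes, against the paper's count of about 19 in Figure 2B, read by eye. Of the alternatives set before the files were opened, the ratio of the replicate averages (13) closed the gap and the others did not. Alternatives chosen after seeing the values gave 19 with the names of File S3, whether or not HIDATA or small RNA rows were left out. With MnCl2, 6 genes were down in all 3 genotypes, against the paper's count of about 2 in Figure 2C, read by eye. The gap stayed under all alternatives set before. With settings chosen after seeing the values the gap closed, at 2 with the names of File S3, whether or not HIDATA or small RNA rows were left out. With MnCl2, 19 genes were up in all 3 genotypes, against the paper's count of about 6 in Figure 2D, read by eye. Of the alternatives set before the files were opened, a floor of 5 FPKM (7) closed the gap and the others did not. It was within the paper's value in settings chosen after seeing the values, at 6 with the names of File S3, whether or not HIDATA or small RNA rows were left out.

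In ranking and direction, the paper places the largest response in zinc-treated ZnT63C-KO cells, while under the deposited labels the most genes past the cutoff were in IA2-KO cells with MnCl2 (1028 down and 880 up). It reports few genes for MnCl2, and as deposited MnCl2 gave more genes than ZnCl2 in every genotype. It reports CG32000 as down in zinc-treated ZnT63C-KO cells against untreated wild-type cells, and the log2 fold change as deposited was 0.418. It reports ribosomal genes as enriched among the genes down in zinc-treated wild-type cells, and 0 were down as deposited, against 31 under the names of File S3, which were chosen after seeing the values. It reports heat-shock genes as up with zinc, and 0 genes with a symbol starting Hsp were up in any genotype deposited as ZnCl2. It reports foi, COX4L, COX7AL, CG42376 and the nuclear pore genes as changed with zinc, and in the comparisons that the paper makes none of these was past the cutoff in the samples deposited as ZnCl2. Nup107 is reported as down in zinc-treated IA2-KO cells against untreated cells of the same genotype, where the log2 fold change was -0.04 as deposited and 0.763 under the names of File S3. The paper counts more GstD genes than the 10 rows of the files.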

Other observations

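Under the names of File S3, the counts by the cutoff were mostly larger than those of Table 4. That the paper left out small RNA genes was weighed as a cause, with a prediction written after the result was seen. Without small RNA rows, 7 of the 12 counts were within 3 genes of Table 4. The prediction asked for all of them, so small RNA rows may account for part of the difference and do not account for the rest.

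Small RNA rows (346 in the files) were among the largest changes. In WT cells deposited as ZnCl2, the largest log2 ratios among genes past both thresholds were 5.819 for snoRNA:Psi28S-3316a and -5.638 for snoRNA:Psi18S-110, with standard errors by limma of 1.146 and 1.37. The RNA was selected for poly-A tails. No explanation was tested for these rows.

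Among such genes in the cells deposited as MnCl2-treated IA2-KO (ZnCl2-treated ZnT63C-KO in File S3), the largest log2 ratios were 9.47 for MtnD, 8.933 for MtnB and -8.061 for CG30382. The largest in WT cells deposited as MnCl2 was -7.149 for Lasp, and those in ZnT63C-KO cells were -7.065 for Ir40a and -7.02 for Lasp, all of them rows with the status HIDATA in the treated samples.

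ZnT63C (chromosome 3L, 3303722 to 3313478) had an FPKM of 161.26 ± 6.14 (SD, n = 2) in untreated WT cells, 121.47 ± 34.52 in cells deposited as untreated ZnT63C-KO and 92.51 ± 8.17 in cells deposited as untreated IA2-KO. With the metals, it was 116.74 ± 0.94 in WT cells deposited as ZnCl2, 105.5 ± 27.58 in WT cells deposited as MnCl2 and 188.12 ± 32.84 in IA2-KO cells deposited as MnCl2. These values were not used to name any sample.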
